# Nuclear lamina component KAKU4 regulates chromatin states and transcriptional regulation in the *Arabidopsis* genome

**DOI:** 10.1186/s12915-024-01882-5

**Published:** 2024-04-12

**Authors:** Yaxin Cao, Hengyu Yan, Minghao Sheng, Yue Liu, Xinyue Yu, Zhongqiu Li, Wenying Xu, Zhen Su

**Keywords:** *Arabidopsis*, KAKU4, Chromatin state, H3K27me3, H3K9me2, Hormone pathway

## Abstract

**Background:**

The nuclear lamina links the nuclear membrane to chromosomes and plays a crucial role in regulating chromatin states and gene expression. However, current knowledge of nuclear lamina in plants is limited compared to animals and humans.

**Results:**

This study mainly focused on elucidating the mechanism through which the putative nuclear lamina component protein KAKU4 regulates chromatin states and gene expression in *Arabidopsis* leaves. Thus, we constructed a network using the association proteins of lamin-like proteins, revealing that KAKU4 is strongly associated with chromatin or epigenetic modifiers. Then, we conducted ChIP-seq technology to generate global epigenomic profiles of H3K4me3, H3K27me3, and H3K9me2 in *Arabidopsis* leaves for mutant (*kaku4-2*) and wild-type (WT) plants alongside RNA-seq method to generate gene expression profiles. The comprehensive chromatin state-based analyses indicate that the knockdown of *KAKU4* has the strongest effect on H3K27me3, followed by H3K9me2, and the least impact on H3K4me3, leading to significant changes in chromatin states in the *Arabidopsis* genome. We discovered that the knockdown of the *KAKU4* gene caused a transition between two types of repressive epigenetics marks, H3K9me2 and H3K27me3, in some specific PLAD regions. The combination analyses of epigenomic and transcriptomic data between the *kaku4-2* mutant and WT suggested that KAKU4 may regulate key biological processes, such as programmed cell death and hormone signaling pathways, by affecting H3K27me3 modification in *Arabidopsis* leaves.

**Conclusions:**

In summary, our results indicated that KAKU4 is directly and/or indirectly associated with chromatin/epigenetic modifiers and demonstrated the essential roles of KAKU4 in regulating chromatin states, transcriptional regulation, and diverse biological processes in *Arabidopsis*.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-024-01882-5.

## Background

The nuclear lamina (NL), a vital component of the nuclear membrane, is located on the inner surface of the nuclear envelope. It functions as a structural component, maintaining the integrity of the nucleus and also providing anchoring sites for chromatin domains, signaling molecules, and transcription factors to support a variety of cellular functions [3, 42, 68, 84, 94]. Lamins form filaments constituting the scaffold of nuclear lamina and play fundamental functions in nuclear mechanics and genome regulation [16, 18, 31, 83]. Defects in lamin genes can affect the morphology of the nucleus and lead to the occurrence of human lamin-associated diseases, including Hutchinson-Gilford progeria syndrome, heart-hand syndrome, and Alzheimer’s disease [15, 20, 60]. Lamins can respond to environmental and developmental cues by adjusting their localization, interaction partners, and eventually epigenetic landscapes and gene regulatory networks.

No lamin-homologous proteins are found in plants, although some putative lamina-like structures have been previously discovered. The nuclear matrix constituent protein (NMCP1) was first identified as a peripheral framework component of its nuclei [54]. Currently, lamin-like proteins in plants include CRWNs [19, 66, 88], KAKU4 [25, 26], NEAPs [62], and PNET2 [77]. CRWNs were named because of crowded nuclei, and they are NMCP homologs, including CRWN1, CRWN2, CRWN3, and CRWN4 [88]. *Arabidopsis* CRWN1 and CRWN4 are localized to the nuclear periphery and are thought to act as functional analogues of lamins [12, 19, 66]. CRWN1 and CRWN4 play essential roles in maintaining the nuclear architecture, and their single mutants show reduced nuclear size, altered nuclear morphology, and disordered spatial heterochromatin organization [88]. CRWN2 is localized in the nucleoplasm, and CRWN3 is found in the nucleoplasm and nuclear periphery [66]. KAKU4 localizes to the inner nuclear membrane and modulates nuclear shape and size [25]. NEAPs and PNET2 also affect nuclear morphology [62, 77].

Nuclear lamina-chromatin interactions are key in maintaining the nuclear architecture. Chromatin is associated with the lamina, NPCs, and potentially other inner nuclear membrane components, while nuclear lamina is directly involved in chromatin tethering [27, 76]. In mammalian cells, up to one-third of the genome and 10% of coding genes are found within lamina-associated domains (LADs) [5, 45, 63], which are enriched with repressive histone modification, including H3K9me2, H3K9me3 and H3K27me3, and are sparsely populated with active chromatin marks, such as H3K4me [5, 34, 36, 81]. In *Arabidopsis*, CRWN1 and CRWN4 were found to be responsible for tethering specific pericentromeric chromatin regions to the nuclear periphery using high-throughput chromosome conformation capture (Hi-C) analysis and in situ hybridization assays. These non-accessible chromatin regions are termed plant lamina-associated domains (PLADs) and promote transcriptional repression of the genes. Losing either the *CRWN1* or *CRWN4* gene can alter the chromatin position patterns and attenuate chromatin compartmentalization [38]. Moreover, CRWN1 was recently identified to play a structural role in shaping the changes in genome folding under heat stress [89]. In addition, the interaction of AtNEAP1 with chromatin is suggested by the transcription factor, AtbZIP18, as an interaction partner and by altered localization of CFP-AtNEAP1 resulting from its co-expression with YFP-AtbZIP18 [62]. PNET2 mediates chromatin tethering to the nuclear periphery and is required to maintain the proper chromatin architecture and transcription programming [77].

A close relationship exists between nuclear lamina proteins and epigenetic marks. In mouse and human cells, the epigenetic marks (epi-marks) H3K9me2/H3K9me3 and H3K27me3 influence the frequency of NL-LAD interactions [42]. The constitutive heterochromatin marks H3K9me2 and H3K9me3 decorate the main bodies of the LADs, and the facultative heterochromatin mark H3K27me3 is enriched around the LAD boundaries. The abnormal function of nuclear lamina proteins often leads to changes in epi-marks H3K9me2/3 and H3K27me3. In addition, there is some evidence regarding the link between DNA methylation and nuclear lamina [6, 74]. A differentially methylated region (DMR) was identified at a distal region in the promoter of TERT (stem cell marker gene) between human iPSCs and their parental somatic cells. The transcription of TERT was enhanced by DNA methylation at ERT-DMR via binding to nuclear lamina during reprogramming [74]. In *Arabidopsis*, the nuclear lamina protein CRWN1 directly interacts with chromatin domains localized at the nuclear periphery, which are responsible for tethering specific pericentromeric chromatin regions to the nuclear periphery [38]. The epi-mark H3K9me2 is dispensable for chromatin tethering at the nuclear periphery. Meanwhile, CRWN1 mediates the epi-mark H3K27me3 histone modification through its direct physical interaction with PWO1.

The nuclear lamina component can interact with proteins in the nuclear periphery to perform the corresponding functions. Lamins often form complexes with nuclear proteins and play key roles in maintaining nuclear structure and gene regulation [31–33, 56]. Currently, there is an increasing amount of plant proteomic data related to the nuclear lamina and nuclear proteins in the nuclear periphery [39, 77–79]. The proximity labeling proteomics has become a powerful technique to identify the complex components among the interaction partners of CRWN1, KAKU4, PNET2_A/B, NEAP1, the nuclear basket protein GBPL3, and some other lamina-related components [39, 77–79]. CRWN1 shows direct physical interaction with the PWWP-domain interactor of polycombs1 (PWO1), a key component of polycomb repressive complex 2 (PRC2), which mediates H3K27me3 histone modification, the repressive chromatin mark, to induce transcriptional repression [37, 57, 64]. H3K27me3 accumulation levels near genes involved in SA biosynthesis decrease in *crwn* mutants [9, 10]. The GBPL3/CRWN1&4/KAKU4 complex is essential during interphase in H3K27me3-associated transcriptional repression at the nuclear periphery [65].

Although the knowledge about the structural incorporation of KAKU4 into the nuclear lamina is limited, KAKU4, as a unique nuclear lamina component in the nuclear periphery, physically interacts with CRWN1 and CRWN4 and modulates nuclear shape and size [25]. The mutants disrupted CRWN1, CRWN4, or KAKU4 expression display similar defects in nuclear morphogenesis [25, 66]. KAKU4 determines the migration order of the vegetative nucleus and sperm cells in pollen tubes possibly due to the nuclear shape in vegetative cells of pollen grains [26]. From the proximity labeling proteomics data, KAKU4 integrates into a common complex with CRWN1, CRWN4, GBPL3, and together with some epigenetic regulation factors, etc. [65, 77]. Therefore, it will be interesting to elucidate the potential functions of KAKU4 in regulating epigenetic landscapes and gene expression. The data presented in this study mainly demonstrate the important roles of KAKU4 in fine-tuning chromatin states and transcriptional regulation in *Arabidopsis* leaves.

## Results

### Protein-protein association network analysis revealed that KAKU4 may be related to chromatin or epigenetic modification

The nuclear lamina closely interacts with chromatin interactions and is vital in maintaining the nuclear architecture. Chromatin is associated with the lamina, NPCs, and potentially other inner nuclear membrane components, while the nuclear lamina is directly involved in chromatin tethering [27, 76]. We conducted text-mining in recent literature [39, 77–79] and the BioGRID database [61] to make a comprehensive integration of proteomic data related to lamin-like proteins in *Arabidopsis*. A protein-protein association network (Fig. 1A) was constructed using nine lamin-like proteins as hub nodes: CRWN1, CRWN2, CRWN3, CRWN4, KAKU4, NEAP1, NEAP3, PNET2_A, and PNET2_B. This network contains 283 nodes and 564 edges (Additional file 2: Table S1), with multiple protein interaction/association pairs between lamin-like proteins and the proteins related to nuclear envelope, nuclear pore complexes, chromatin, epigenetic modification, etc.

**Fig. 1:**
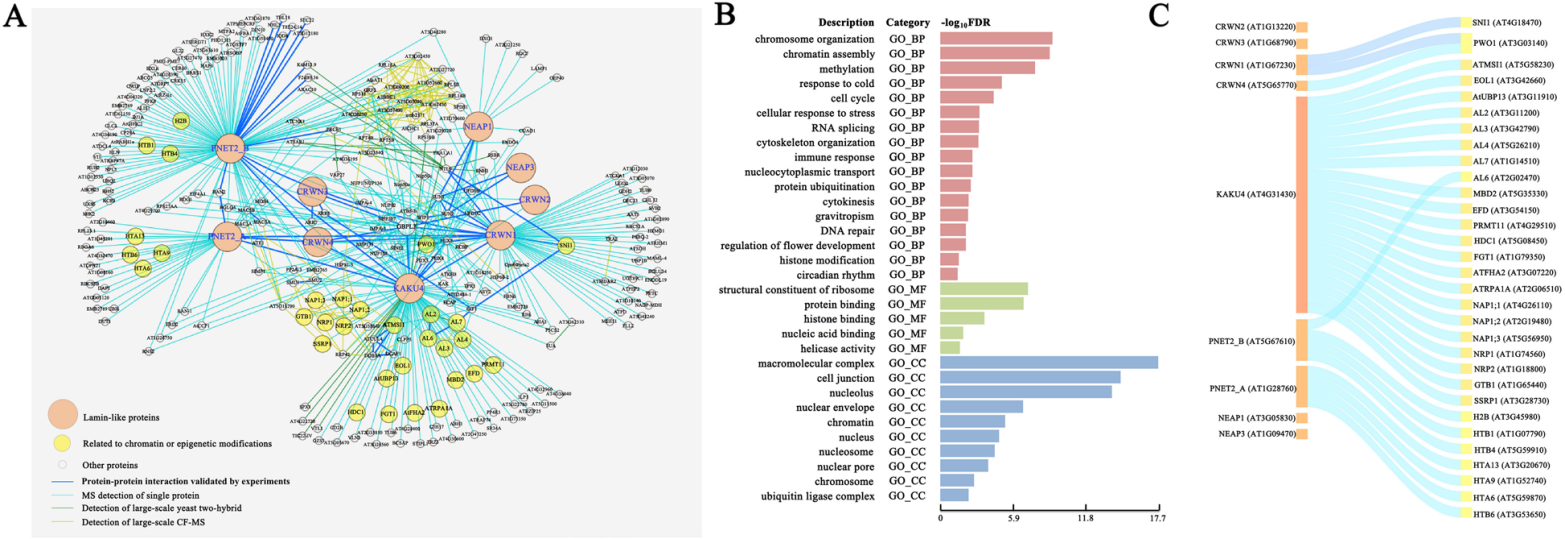
Protein-protein association network analysis of lamin-like proteins. **A** Protein-protein association network of lamin-like proteins. The orange nodes represent the lamin-like proteins; the yellow nodes represent the proteins related to chromatin or epigenetic modification; the gray nodes represent the other proteins. The line color represents the method of demonstrating protein-protein interactions: The dark blue line represents the experimental verification of protein-protein interaction, the light blue line represents MS verification of a single protein, the green line represents the identification of large-scale yeast two-hybrid, and the yellow line represents the identification of large-scale co-fractionation mass spectrometry (CF-MS). The thickness of the line represents the number of evidence. **B** GO enrichment analysis of lamin-like proteins and their possible associated proteins. The bar color represents the GO category: red indicates biological processes (BP), green indicates molecular functions (MF), and blue indicates cellular components (CC). **C** Chromatin or epigenetic modification proteins among associated proteins of lamin-like proteins

We performed gene set enrichment analysis (GSEA) through the PlantGSAD database [53] to infer the possible roles of the proteins in this network. The analysis result (Fig. 1B and Additional file 3: Table S2) shows that the enriched terms in different GSEA categories are mainly related to chromatin and epigenetic modification, such as “chromosome organization,” “chromatin assembly,” “histone modification,” “gene silencing,” and “DNA repair.” Meanwhile, some other terms were also enriched, which related to cell cycle, circadian, stress response, flower development, etc. Furthermore, we show the one-by-one association of individual lamin-like proteins to the proteins related to chromatin or epigenetic modification (Fig. 1C and Additional file 2: Table S1).

As a key node in the protein-protein association network (Fig. 1A and Additional file 2: Table S1), KAKU4 is closely associated with multiple lamin-like proteins (CRWN1, CRWN4, and PNET2_A ) and nuclear envelope-related proteins (such as SUN1, Nup50a, Nup50c, NUP82, NUP107, NUP133, NUP1/NUP136, GBPL3, IMPA-3, etc.), together with chromatin/epigenetic modification-related proteins, including PRC1-related proteins (Alfin-like proteins: AL2, AL3, AL4, and AL7), PRC2-related proteins (MSI1, EOL1, AtUBP13), DNA methylation-related proteins (MBD2, EFD and PRMT11), nucleosome assembly proteins (NAP1;1, NAP1;2, NAP1;3, NRP1, NRP2), and other proteins.

In summary, we constructed a protein-protein association network of lamin-like proteins, and network analysis initially revealed that KAKU4 may be associated with chromatin/epigenetic modification.

### Knockdown of *KAKU4* influenced the whole-genome distribution of H3K27me3 and H3K9me2

The protein-protein association network of the lamin-like proteins provides an important clue that KAKU4 may be associated with histone modification and chromatin state transition. Thus, we chose the typical active histone modification mark H3K4me3, the typical repressive histone modification mark H3K27me3, and the heterochromatin mark H3K9me2 to study how the mutation of KAKU4 influences histone methylation in the *Arabidopsis* genome. The *kaku4-2* (SALK_076754) was validated as a knockdown mutant by qRT-PCR experiment (Additional file 3: Table S14). We performed Western blot analysis to check if there is a potential interplay between KAKU4 and epigenetic marks. The results showed that the knockdown of *KAKU4* gene affected epigenetic marks H3K27me3 and H3K9me2 and had the least impact on H3K4me3 (Additional file 1: Fig S1). We further applied a high-throughput sequencing technique and generated global epigenomic profiles on *kaku4-2* mutant and WT to explore whether the knockdown of *KAKU4* affected the deposition of these three histone modifications. ChIP-seq analyses of H3K4me3, H3K27me3, and H3K9me2 were conducted using the 4th-week rosette leaves of the *kaku4-2* mutant and WT (Additional file 4: Table S3). The *Arabidopsis* genome was categorized into six genomic subregions: promoter, 5′ untranslated region (5′ UTR), 3′ UTR, exon, intron and intergenic region, based on the physical positions of the genes. Firstly, we characterized the distribution of the enriched peaks for H3K4me3, H3K27me3, and H3K9me2 of the *kaku4-2* mutant and WT in different genomic subregions (Fig. 2A). For H3K4me3, the identified peaks exhibited minimal difference between *kaku4-2* mutant and WT (13,875 vs. 14,056, more than 95% peaks were overlapped), as well as their distribution in different subregions of the genome (Fig. 2A and Additional file 4: Table S3). For H3K27me3, the identified peaks were significantly lower in the *kaku4-2* mutant than in the WT (3141 vs. 5424, a decrease of approximately 40%), and more than two-thirds of the peaks in the *kaku4-2* mutant were overlapped with those in the WT. Compared to the WT, the distribution of H3K27me3 deposition peaks was much higher in the coding exon region and lower in the promoter and intergenic regions in the *kaku4-2* mutant (Fig. 2A and Additional file 4: Table S3). Regarding H3K9me2, 2947 (more than 70% overlapped) and 2008 (more than 35% overlapped) enriched regions were identified in the *kaku4-2* mutant and WT, respectively. The peak distribution in the exon, promoter, and intergenic subregions showed a slight difference between the *kaku4-2* mutant and WT (Fig. 2A and Additional file 4: Table S3).

**Fig. 2:**
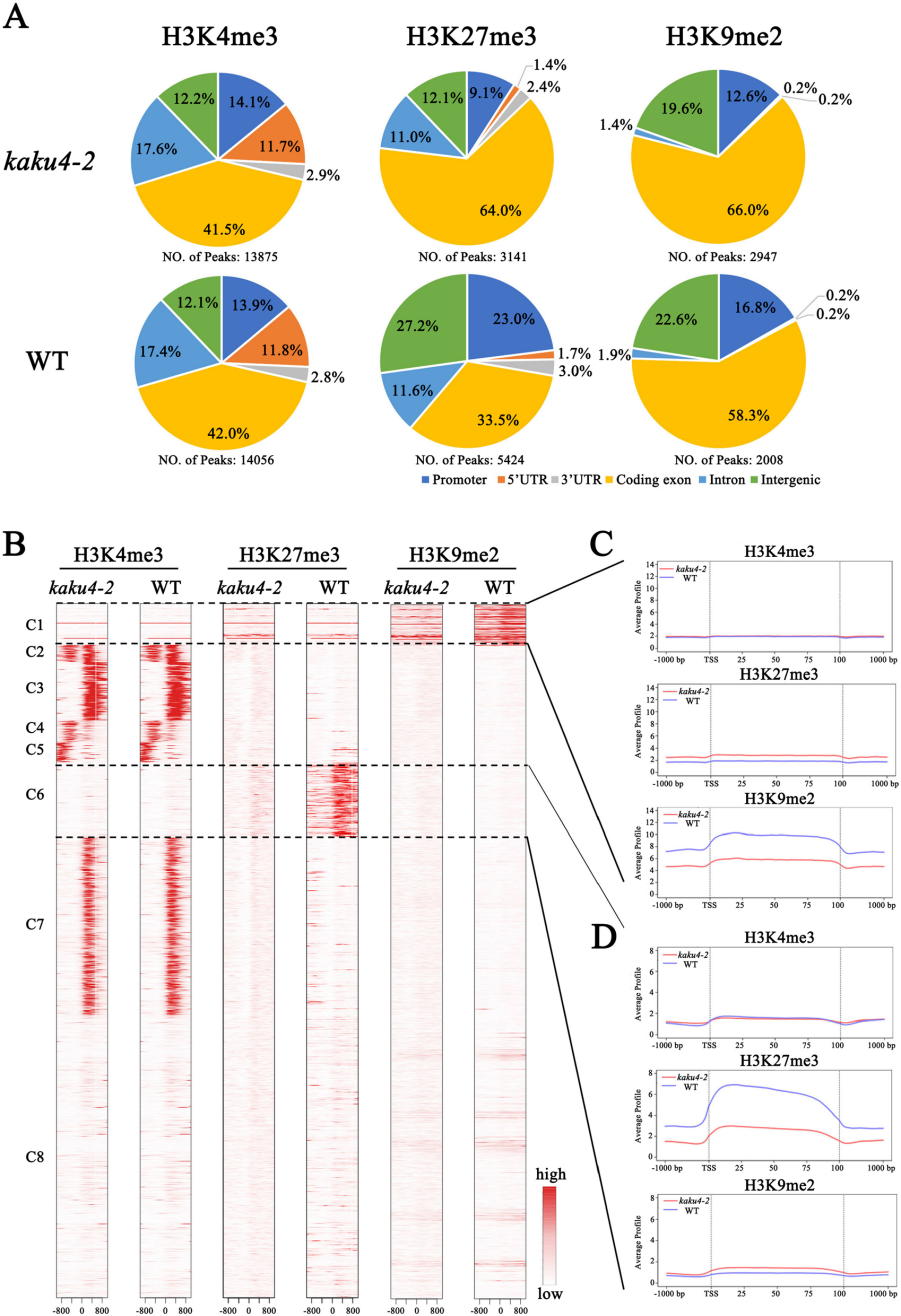
ChIP-seq analysis for histone modification in the *kaku4-2* mutant and WT. **A** The H3K4me3/H3K27me3/H3K9me2 distribution within different regions (promoter, 5′UTR, coding exon, intron, 3′UTR, and intergenic) of the *Arabidopsis* genome in *kaku4-2* mutant and WT. **B** The heatmaps display the H3K4me3/H3K27me3/H3K9me2 signal around TSSs in *kaku4-2* mutant and WT plants. For each gene, the H3K4me3/H3K27me3/H3K9me2 signals are displayed along −1 to 1 kb regions around the TSSs. C1–C8 are the eight parts after clustering. **C** Distribution of H3K4me3/H3K27me3/H3K9me2 along *Arabidopsis* genes in the C1 region. A meta-gene profile was generated using the normalized sequencing density of H3K4me3/H3K27me3/H3K9me2 in *kaku4-2* mutant and WT. The gene body was converted into a percentage to standardize genes of different lengths. The 1 kb upstream and downstream regions of the gene are included. **D** Distribution of H3K4me3/H3K27me3/H3K9me2 along *Arabidopsis* genes in the C6 region. A meta-gene profile was generated using the normalized sequencing density of H3K4me3/H3K27me3/H3K9me2 in *kaku4-2* mutant and WT

Then, we focused on the distribution of different histone modifications (H3K4me3, H3K27me3, and H3K9me2) around the TSS regions and clustered them into eight categories, named C1-C8 (Fig. 2B). Among them in the C1 cluster, the deposition of H3K9me2 was higher in WT plants than in the *kaku4-2* mutant; in the C6 cluster, the deposition of H3K27me3 was significantly higher in WT plants than in the *kaku4-2* mutant. By analyzing the meta-gene profiles in the gene body with the upstream and downstream 1-kb region, we found that in the C1 cluster, a higher level of H3K9me2 modification accumulated in the WT than the *kaku4-2* mutant (Fig. 2C), with a slightly lower level of H3K27me3 in the WT than the *kaku4-2* mutant. For the C6 cluster (Fig. 2D), significantly more H3K27me3 accumulated in the WT than in the *kaku4-2* mutant, whereas H3K9me2 was slightly lower in the WT than in the *kaku4-2* mutant. There was no significant change in H3K4me3 accumulation between the WT and *kaku4-2* in the C1 and C6 clusters.

We further identified the peaks and their associated genes with the differential deposition of H3K27me3, H3K9me2, and H3K4me3 between the *kaku4-2* mutant and WT (4-week-old *Arabidopsis* leaves). The knockdown of the *KAKU4* gene resulted in a significant change in the deposition of H3K27me3 in the genome. A total number of 2417 and 5510 enriched regions, associated with 2901 and 6349 genes, were identified with higher deposition in *kaku4-2* mutant and WT, respectively. We also found 595 and 1180 enriched regions (770 and 1265 genes) with higher H3K9me2 depositions in the *kaku4-2* mutant and WT, respectively. The knockdown of the *KAKU4* gene slightly influenced the genome distribution of H3K4me3; there were 120 and 166 enriched regions (124 and 223 genes) detected with differential depositions of H3K4me3 in the *kaku4-2* mutant and WT, respectively (Additional file 4: Table S4, Additional file 5: Table S5, and Additional file 6: Table S6).

### Mutation of *KAKU4* may fine-tune the chromatin states in the *Arabidopsis* genome

Our constructed network with the association proteins of lamin-like proteins revealed that KAKU4 is strongly associated with chromatin or epigenetic modifiers. Further global epigenome data analysis uncovered that KAKU4 had the greatest effect on H3K27me3, followed by H3K9me2, and the least effect on H3K4me3 in the *Arabidopsis* genome. In addition, multiple differential deposition peaks and their associated genes were identified between the *kaku4-2* mutant and WT. These results encourage us to study if and how the knockdown of *KAKU4* leads to a switch in chromatin states in the *Arabidopsis* genome. The discovery and characterization of the chromatin state transition caused by the knockdown of *KAKU4* may offer some important insights.

We adopted the information from the plant chromatin state database (PCSD) for this study. Our group constructed this database to improve the decoding of chromatin states with epigenomic data and discover causal functions hidden in plant chromatin [51]. In PCSD, the whole genome of *Arabidopsis thaliana* was defined as 36 chromatin states (290,553 segments) based on 216 published epigenetic data sets. Different chromatin states contain different epigenetic features: Chromatin states 16-28 (orange and purple background in Fig. 3A) are preferentially located in promoter and 5’ UTR regions, which are enriched in DHSs and active histone modification, such as H3K27ac and H3K4me3; chromatin states 11–15 (green background in Fig. 3A) are preferentially located in promoter and intergenic regions, which are enriched in LHP1 and repressive histone modification H3K27me3; chromatin states 31–36 (blue background in Fig. 3A) are preferentially located in TE regions, which are enriched in DNA methylation and repressive histone modification such as H3K9me2 [51]. Here, we used the bins of 36 *Arabidopsis* states as the reference and identified the regions with differential deposition of H3K4me3, H3K27me3, and H3K9me2 in the *kaku4-2* mutant and WT. The identified deposition regions were overlapped with state bins by more than 50%. The calculated state proportion in the total state is listed in Additional file 7: Table S7.

**Fig. 3:**
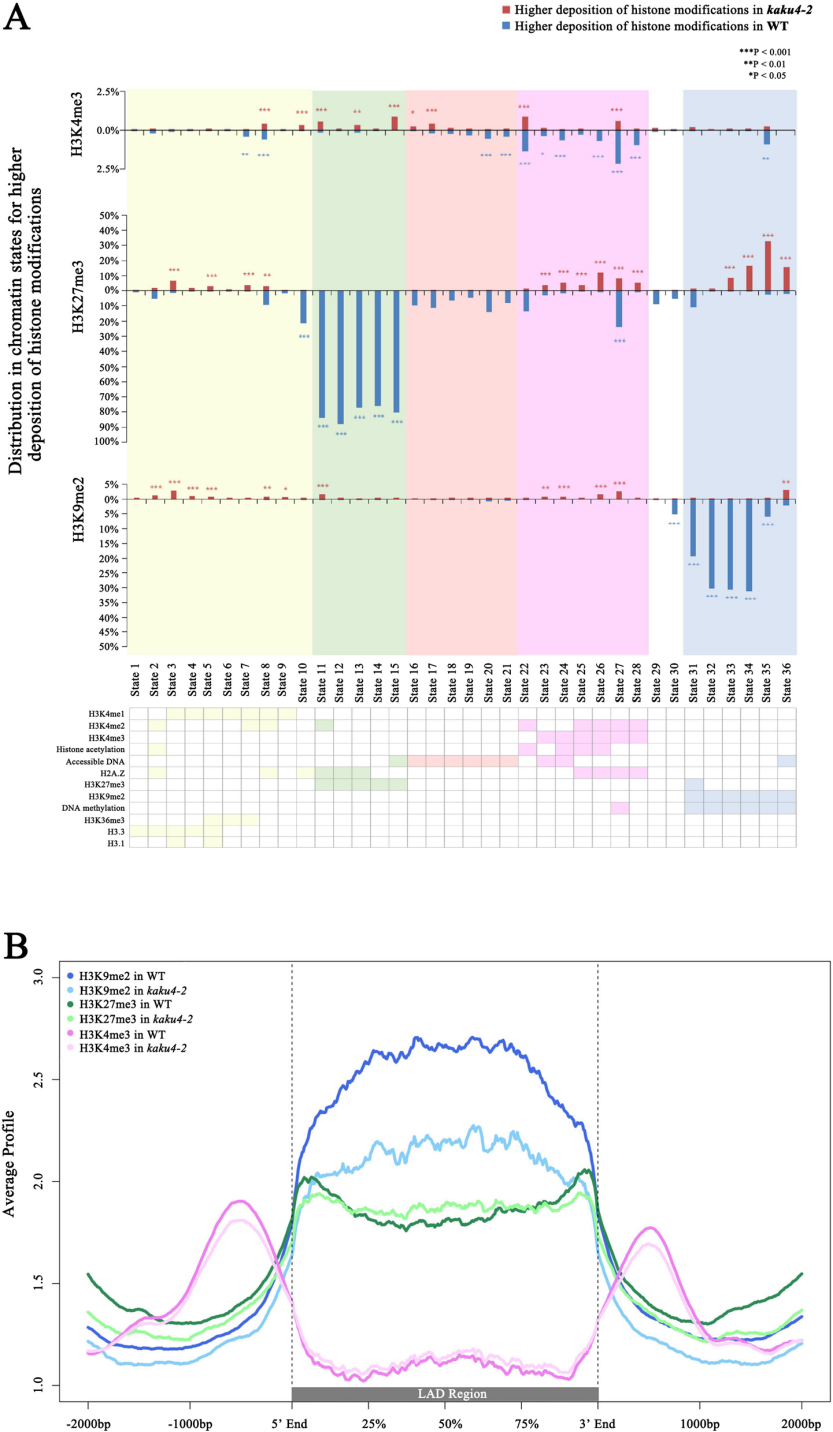
Chromatin state analysis for differential histone modification deposition between the *kaku4-2* mutant and WT. **A** Chromatin state analysis for the regions with higher deposition of H3K4me3, H3K27me3, and H3K9me2 in *kaku4-2* mutant and WT plants. The upper plot *X*-axis represents the 36 chromatin states, and the *Y*-axis represents the proportion of chromatin states enriched in the regions with higher H3K4me3, H3K27me3, and H3K9me2 deposition in the *kaku4-2* mutant and WT plants; red bars represent higher deposition of H3K4me3, H3K27me3, and H3K9me2 in *kaku4-2* mutant; the blue bars represent higher deposition of H3K4me3, H3K27me3, and H3K9me2 in the WT. ***P < 0.001, **P < 0.01, *P < 0.05. The lower panels represent a heatmap of the enriched epigenetic marks in each chromatin state. Color-filled indicates preferential epigenetic marks, while no color fill represents the absence or low signal of the indicated epigenetic mark. **B** Enrichment profiles of H3K4me3/H3K27me3/H3K9me2 deposition in PLADs. A profile was generated using the normalized sequencing density of H3K4me3/H3K27me3/H3K9me2 in *kaku4-2* mutant and WT. PLADs of different lengths are standardized to 3 kb. The 2 kb upstream and downstream regions of the PLAD are included

By exploring the chromatin states enriched in the regions with differential deposition of H3K4me3, H3K27me3, and H3K9me2 in the *kaku4-2* mutant and WT, the most significantly enriched chromatin states following *KAKU4* knockdown were in the H3K27me3-diminished regions, then by H3K9me2, with the least in H3K4me3 (the blue bars shown in Fig. 3A and Additional file 7: Table S7). We found that in the WT, the regions with higher H3K27me3 deposition were associated with states 11–15 and covered most bins in these states; the regions with higher H3K9me2 deposition were associated with states 31–35 and covered a large proportion of bins in these states. In the *kaku4-2* mutant, the regions with higher H3K27me3 deposition of were mainly associated with states 23-28 and 33-36, which were associated with H3K4me3 and H3K9me2, respectively; the regions with higher H3K9me2 deposition in the *kaku4-2* mutant were associated with states 2–9 and 23–27, which were associated with H3K4me1/2/3 (red bars shown in Fig. 3A and Additional file 7: Table S7). From another angle, Fig. 3A showed that in the states 11–15, corresponding to the typical H3K27me3-associated regions, the deposition of H3K27me3 was predominantly diminished in the *kaku4-2* mutant, while the H3K4me3 deposition was slightly increased; in the states 31–35, which are preferentially enriched in H3K9me2 and DNA methylation, the deposition of H3K9me2 was significantly diminished, whereas the H3K27me3 deposition was highly increased.

In addition, we analyzed the status change of chromatin states in the lamina-associated domain (LAD) regions. It has been reported that H3K9me2/H3K9me3 and H3K27me3 influence the frequency of NL-LAD interactions in mouse and human cells [42]. H3K9me2 is enriched in LADs and H3K27me3 is enriched near LAD borders [34]. In *Arabidopsis*, CRWN1 and CRWN4 were reported to be responsible for tethering specific pericentromeric chromatin regions to the nuclear periphery, and those non-accessible chromatin regions are termed plant lamina-associated domains [38]. Here, we conducted data mining and obtained PLAD information from the literature [38]. We examined the deposition profiles of H3K4me3, H3K27me3, and H3K9me2 in WT and *kaku4-2* mutant around these PLAD regions (Fig. 3B and Additional file 1: Fig S2A). In WT, H3K9me2 was significantly highly deposited in PLADs, while the deposition of H3K9me2 was lower in the *kaku4-2* mutant. In the regions near PLAD borders, H3K27me3 deposition was relatively lower in the *kaku4-2* mutant than in the WT. Meanwhile, in the middle regions of the PLADs, the deposition of H3K27me3 in the *kaku4-2* mutant was slightly higher than in the WT. The enrichment of H3K4me3 deposition regions was outside the PLAD regions, and there is no significant difference in the deposition of H3K4me3 between the WT and *kaku4-2* mutant (Fig. 3B and Additional file 1: Fig S2A). Meanwhile, we used the UCSC genome browser to show several typical regions near the PLAD (Additional file 1: Fig S2B). Our results indicated that the knockdown of *KAKU4* might cause a portion of the chromatin modified by H3K9me2 to be replaced by H3K27me3 modification.

Overall, the chromatin state analysis results showed that KAKU4 may fine-tune the chromatin states, and especially, the knockdown of *KAKU4* causes a transition between two types of repressive epigenetics marks, H3K9me2 and H3K27me3 in some specific PLAD genomic regions.

### KAKU4 plays an important role in H3K27me3-associated transcriptional repression

Global epigenome data analyses revealed that KAKU4 has the most significant effect on H3K27me3, followed by H3K9me2, and with the least effect on H3K4me3. Later, we performed GO enrichment analysis for the genes with differential deposition of H3K4me3, H3K27me3, and H3K9me2 in the WT and *kaku4-2* mutant. The results (Additional file 1: Fig S3) showed that the enriched GO terms for these genes, especially with higher deposition regions of H3K27me3 modification in the WT, covered broad biological processes, including organ development, aging, hormone pathways, etc. We further selected several marker genes and conducted ChIP-qPCR analyses to validate the ChIP-seq data indicating the H3K27me3 modification (Additional file 4: Table S13). PR2 is in response to pathogens. The metacaspases MC2 and MC1 antagonistically control programmed cell death in *Arabidopsis* [13]. SAG113/HAI1 functions as a negative regulator of osmotic stress and ABA signaling. WRKY58 is a negative regulator of defense responses and a direct target of NPR1 [87]. PHT3;2 encodes a mitochondrial phosphate transporter that is highly expressed in senescent leaves [85]. Overall, the ChIP-qPCR results validated the ChIP-seq results (Additional file 6: Table S6).

The knockdown of the *KAKU4* gene significantly modulated H3K27me3 modification in the *Arabidopsis* genome and may affect gene expression in some critical biological processes. Therefore, conducting combination analyses of epigenomic and transcriptomic data of the *kaku4-2* mutant and WT is necessary. We employed RNA-seq analysis to identify the genes regulated by KAKU4. 

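RNA-seq compared rosette leaves of 30-day-old WT plants and of the *kaku4-2* mutant, in which *KAKU4* is knocked down, with 3 libraries of each genotype. The authors aligned the paired-end reads to TAIR10 with TopHat2 and deposited a table of FPKM (fragments per kilobase of transcript, relative to the mapped fragments of the library) from Cufflinks. The table holds 23069 genes, each above 0 in at least 1 library. Table S8 of the paper gives between 43416110 and 43776444 mapped reads per library. The deposited FPKM values summed to 1298744, 1530891 and 1767459 in WT replicates 1, 2 and 3 and to 1245643, 1285627 and 829805 in *kaku4-2* replicates 1, 2 and 3. The number of fragments behind each value was estimated from the spacing of the low FPKM values of each library. This spacing gave divisors of 24300000, 20600000 and 19300000 fragments in WT replicates 1, 2 and 3 and 24600000, 24100000 and 32000000 in the *kaku4-2* replicates, so the values carry a scaling per library beyond the number of mapped reads. The same fit took a number of bases, the offset, off each transcript length. With these divisors, 1 fragment on 1000 bases left after the offset was worth between 0.0313 FPKM in *kaku4-2* replicate 3 and 0.0518 FPKM in WT replicate 3. On a whole transcript of 1000 bases, 1 fragment was worth more. Differential expression was tested with limma on log2(FPKM + 0.1) over the 20638 genes with a mean FPKM of at least 0.1, and the added 0.1 understates the fold changes of weakly expressed genes. For the cutoff of the paper, the fold change was the log2 ratio of the median FPKM of the 3 replicates, at least 0.6 in size, and the unadjusted two-sided limma P-value was at most 0.05. A median of 0 in one genotype was counted as past the fold cutoff. The text of the paper does not name the program that gave its P-values, or whether the strand of the reads was used, so values of overlapping genes are uncertain.
*KAKU4* (AT4G31430) lies on the forward strand of chromosome 4 of TAIR10 from 15248377 to 15252837. Its FPKM was 2.69, 3.61 and 2.51 in WT replicates 1, 2 and 3 (mean 2.93 ± 0.587, SD, n = 3) and 0.402, 0.433 and 0.313 in the *kaku4-2* replicates (mean 0.383 ± 0.0625, SD, n = 3). By the divisors above, at least 94.5 fragments stood behind the value of each WT library and between 19.5 and 20.6 behind that of each *kaku4-2* library. The log2 fold change was -2.64 (standard error 0.41, adjusted p = 0.00933 from limma with Benjamini-Hochberg adjustment). Every *kaku4-2* library was below every WT library (exact permutation test, two-sided, p = 0.10, the smallest p that 3 against 3 libraries allow). With each library left out in turn, the log2 fold change stayed between -2.74 and -2.49. The adjusted p from limma with Benjamini-Hochberg adjustment was 0.114 without WT replicate 1 and 0.110 without WT replicate 2, and ranged from 4.47e-06 to 0.114 over all alternatives.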

Rosette leaves of the 30-day-old *kaku4-2* mutant and WT plants were sampled for RNA-seq, with three independent biological replicates (Additional file 4: Table S8). We performed differential expression analysis on RNA-seq data with the cutoff: |log_2_(fold change)| ≥ 0.6 and *P*-value ≤ 0.05. Compared with the WT, 2228 genes were upregulated in the *kaku4-2* mutant, and 1768 genes were downregulated in the *kaku4-2* mutant (Fig. 4A and Additional file 8: Table S9). 

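In the limma test with the cutoff of the paper, 1037 genes were upregulated and 1370 genes were downregulated in the *kaku4-2* mutant among the 20638 genes tested. The fold cutoff alone was passed by 3223 genes upward and 2636 genes downward. Among the DEGs, 48 upregulated genes had a WT median of 0 and 49 downregulated genes had a *kaku4-2* median of 0. The 3 *kaku4-2* libraries lay above all 3 WT libraries for 1634 genes and below them for 3093 genes, together 22.9% of the genes tested against 10% by chance. Genes are not independent, so the share of a single split can lie far from 10% without an effect of the genotype. Every *kaku4-2* library also had a lower FPKM sum than every WT library, so the scale may have a part in these numbers. The genotypes were separated in this way for 808 of the upregulated and 1134 of the downregulated DEGs. After Benjamini-Hochberg adjustment of the limma P-values over all genes tested, 50 upregulated and 49 downregulated genes had an adjusted p of at most 0.05. These counts are on the deposited scale, where 43.1% of the DEGs were upregulated. Most DEGs were upregulated after scaling of the libraries by the median ratio (1423 up and 916 down, 60.8%), after quantile normalization (51.6%), and under alternatives chosen after the data were seen, removal of the length trend (1394 and 1121, 55.4%) and array weights (51.8%). The counts depended on single libraries. Without WT replicate 2, 600 genes were upregulated and 892 downregulated, and without WT replicate 3, 546 and 673. Without *kaku4-2* replicate 1 there were 2428 downregulated genes, and without *kaku4-2* replicate 2 there were 2660. Among the fits that left out a single library, the largest number of upregulated genes, 1512, was obtained without WT replicate 1. The counts at an adjusted p of 0.05 were lowest without WT replicate 1, with 12 upregulated and 8 downregulated genes. They were 19 and 18 without WT replicate 2, 31 and 23 without WT replicate 3, 39 and 78 without *kaku4-2* replicate 1, 91 and 237 without *kaku4-2* replicate 2, and 149 and 147 without *kaku4-2* replicate 3.
Large increases were found for *PGAZAT* (AT2G41850, chromosome 2, 17461655 to 17464242) and *DOX1* (AT3G01420). The FPKM of *PGAZAT* was 0.299 ± 0.152 in the WT and 12.1 ± 2.69 in the *kaku4-2* mutant (SD, n = 3 each), and its log2 fold change was 4.98 (standard error 0.40, adjusted p = 7.4e-05 from limma with Benjamini-Hochberg adjustment, 1.9e-09 to 0.00409 over the alternatives). For *DOX1*, the FPKM rose from 0.777 ± 0.253 to 13.1 ± 5.24 (SD, n = 3 each), a log2 fold change of 3.88 (standard error 0.39). AT5G46960 had a log2 fold change of 4.32 (standard error 0.64, adjusted p = 0.0079 from the same limma test with Benjamini-Hochberg adjustment). Its adjusted p was 0.0696 without WT replicate 1, within a range of 6.28e-07 to 0.0753 over the alternatives. AT3G20900 and AT4G39404 were listed at 0 in all 3 WT libraries, and reached 5.31 to 12.7 FPKM and 1.73 to 2.62 FPKM in the *kaku4-2* libraries. Their transcripts are 207 and 279 bases long, below and little above the fitted offsets of 244 to 272 bases. The fragments behind these values could therefore not be estimated well, and both increases are uncertain.
Among the downregulated genes, *HEI10* (AT1G53490) had a log2 fold change of -4.42 (standard error 0.37, adjusted p = 7.8e-05 from limma with Benjamini-Hochberg adjustment). *MRD1* (AT1G53480) overlaps *HEI10* on the opposite strand, so the values of both genes are uncertain, and its log2 fold change was -4.12 (standard error 0.39). AT1G47400 fell from 305 ± 78.0 FPKM to 39.2 ± 16.8 FPKM (SD, n = 3 each), a log2 fold change of -3.04 (standard error 0.36). The log2 fold change of AT4G20325, whose end overlaps the gene AT4G20330, was -3.90 (standard error 0.50, adjusted p = 0.00303 from the same limma test with Benjamini-Hochberg adjustment). Without WT replicate 1 its adjusted p was 0.0972, within a range of 1.15e-07 to 0.0972 over the alternatives. AT1G67626, with a log2 fold change of -3.38 (standard error 0.66), had an adjusted p of 0.0398 from limma with Benjamini-Hochberg adjustment. This ranged from 3.07e-06 to 0.234 over the alternatives, with the highest value without WT replicate 1.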

The GO enrichment analysis for the differentially expressed genes (DEGs) is shown in Fig. 4B, C, and Additional file 9: Table S10, and the GSEA results are shown in Additional file 10: Table S11. In addition, several genes were selected for qRT-PCR validation of the RNA-seq results using additional biological replicate samples (Additional file 4: Table S14). The 11 selected marker genes were upregulated in the *kaku4-2* mutant. 

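In the RNA-seq libraries, the mean log2 expression of all 11 genes that Table S14 lists beside *KAKU4* was higher in the *kaku4-2* mutant. These genes are *SAG13*, *SAG29*, *DIN2*, *PR1*, *PR2*, *PAD3*, *LOX1*, *UPI*, *WRKY33*, *NAC055* and *MYB51*. With the cutoff of the paper and the limma P-value, 10 of the 11 were upregulated, all but *SAG29*. Only *DIN2* had an adjusted p of at most 0.05 from limma with Benjamini-Hochberg adjustment over all genes tested, and 10 genes did when adjusted over the list alone. The study chose the genes from these libraries, so the second count is not independent evidence. The values of the genotypes did not overlap for 9 of the 11 genes. Chance gives 10% for genes not selected on their expression, a share that is no measure for genes chosen from these libraries. Without *kaku4-2* replicate 3, all 11 genes passed the cutoff, and without WT replicate 1, 7 did.
*DIN2* (AT3G60140) rose from 0.893 ± 0.382 FPKM in the WT to 9.33 ± 3.00 FPKM in the *kaku4-2* mutant (SD, n = 3 each), a log2 fold change of 3.29 (standard error 0.41, adjusted p = 0.00262 from limma with Benjamini-Hochberg adjustment, at most 0.0486 in all alternatives). *WRKY33* (AT2G38470) had a log2 fold change of 1.73 (standard error 0.37, adjusted p = 0.0648 from the same limma test with Benjamini-Hochberg adjustment, 2.78e-05 to 0.300 over the alternatives). The log2 fold changes of the other 9 genes ranged from 0.68 for *SAG13* to 1.38 for *LOX1*. *SAG29* (AT5G13170) measured 3.08, 3.29 and 5.04 FPKM in the WT replicates and 8.38, 8.41 and 3.17 FPKM in the *kaku4-2* replicates, so *kaku4-2* replicate 3 lay within the range of the WT (limma, unadjusted p = 0.111). *PR1* (AT2G14610) was at 540 ± 120 FPKM in the WT and 1073 ± 395 FPKM in the *kaku4-2* mutant (SD, n = 3 each), and the 617 FPKM of *kaku4-2* replicate 3 were below the 667 FPKM of WT replicate 3.
*SAG12* (AT5G45890, chromosome 5, 18613239 to 18614963) is not among the genes of Table S14. Its FPKM was 4.73 ± 0.661 in the WT and 17.5 ± 6.21 in the *kaku4-2* mutant (SD, n = 3 each), a log2 fold change of 1.80 (standard error 0.34, adjusted p = 0.0339 from limma with Benjamini-Hochberg adjustment). Its adjusted p was 0.201 without WT replicate 1, 0.167 without WT replicate 2, 0.0539 without WT replicate 3 and 0.0732 without *kaku4-2* replicate 1, within a range of 5.18e-07 to 0.201 over the alternatives. The log2 fold change stayed between 1.63 and 2.14 when single libraries were left out.
For all 12 genes of Table S14, *KAKU4* included, the ratio of median FPKM and the qRT-PCR fold of the paper lay on the same side of 1. The qRT-PCR values of the 2 genotypes in Table S14 did not overlap for 8 of the 11 marker genes. A WT value of *PR2* and of *PAD3* and a *kaku4-2* value of *MYB51* are missing there. *PR2* and *MYB51* are among the 8, so their separation rests on fewer values.

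**Figure D1:**
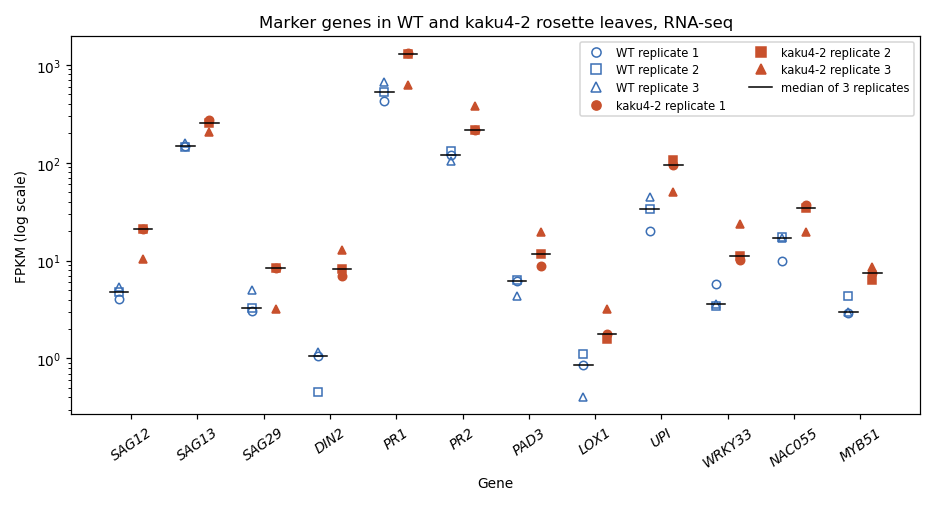
FPKM on a log scale of SAG12 and the 11 marker genes of Table S14 in each library. Open blue symbols are WT and filled red symbols *kaku4-2*, with a circle, a square and a triangle for replicates 1, 2 and 3 and a black bar at the median of the 3 replicates. The median of the *kaku4-2* mutant lies above that of the WT for all 12 genes, and the values of *SAG29* and *PR1* overlap between the genotypes.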

The expression levels of these genes validated the RNA-seq results very well (Additional file 8: Table S9). The selected genes included senescence marker genes SAG12 and SAG29, as well as SA pathway and plant immunity-related genes, such as PR1 and PR2 [2, 72]. LOX1 was involved in JA synthesis and has been reported to be related to leaf senescence [52].

**Fig. 4:**
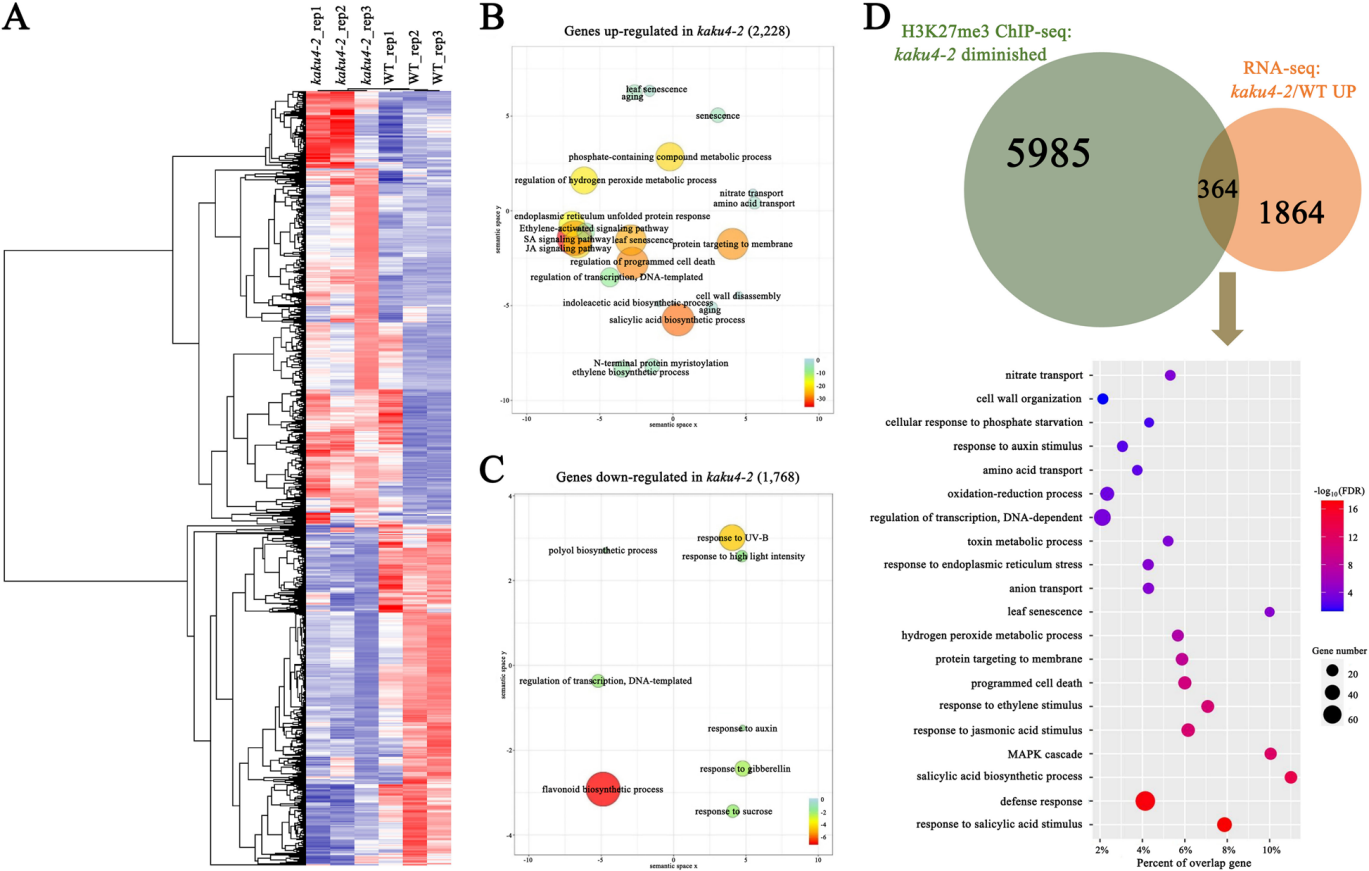
Combination analyses of epigenomic and transcriptomic data of the *kaku4-2* mutant and WT. **A** Heatmap showing relative expression levels of differentially expressed genes in different replicates of the *kaku4-2* mutant and WT. **B** GO enrichment analyses for genes upregulated in *kaku4-2* mutant by agriGOv2 and REVIGO. The scatter plot shows the cluster representatives in two-dimensional space derived by applying multidimensional scaling to a matrix of the significant GO terms with semantic similarities. The color and size of the bubble indicate the log_10_FDR (a legend in the bottom right-hand corner). The colors from red to green represent the significance level of the GO terms, from high to low. Fisher's exact test was conducted, and the *P*-value was adjusted using the Benjamini-Yekutieli method, FDR ≤ 0.05. **C** GO enrichment analyses for genes downregulated in *kaku4-2* mutant by agriGOv2 and REVIGO. **D** GO enrichment analyses for genes upregulated in the *kaku4-2* mutant and with higher deposition of H3K27me3 in the WT by agriGO and REVIGO

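The replicates of the *kaku4-2* mutant were not equally close to each other. The correlation of log2(FPKM + 0.1) across the genes tested was 0.981 between *kaku4-2* replicates 1 and 2, and between 0.963 and 0.981 among the 5 libraries other than *kaku4-2* replicate 3. That library correlated with the others at 0.895 to 0.936, the lowest with WT replicate 3. Genes are not independent replicates, so these coefficients only describe the libraries. The first principal component held 53.6% of the variance between the libraries. The deviation of *kaku4-2* replicate 3 from the mean of *kaku4-2* replicates 1 and 2 followed transcript length. It had a median of -1.04 (log2) in the bin of the shortest transcripts, around 569 bases, and of 1.24 in the bin of the longest, around 4330 bases. The 20 bins of length held 40.7% of the variance of this deviation. The same bins held 1.03% of the variance of the difference between *kaku4-2* replicates 1 and 2, 11.0% of that between WT replicate 1 and the mean of the other WT libraries, and 19.1% of that between the mean *kaku4-2* and WT values. Leaving out *kaku4-2* replicate 3 lowered the last share to 2.08%. The median transcript was 1951 bases long for upregulated genes, 1179 bases for downregulated genes and 1700 bases for genes that were not DEGs. Without *kaku4-2* replicate 3, the medians were 1563 bases for 956 upregulated genes, 1405 bases for 1369 downregulated genes and 1699 bases for the others, so the upregulated genes were then shorter than genes that were not DEGs.

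**Figure D2:**
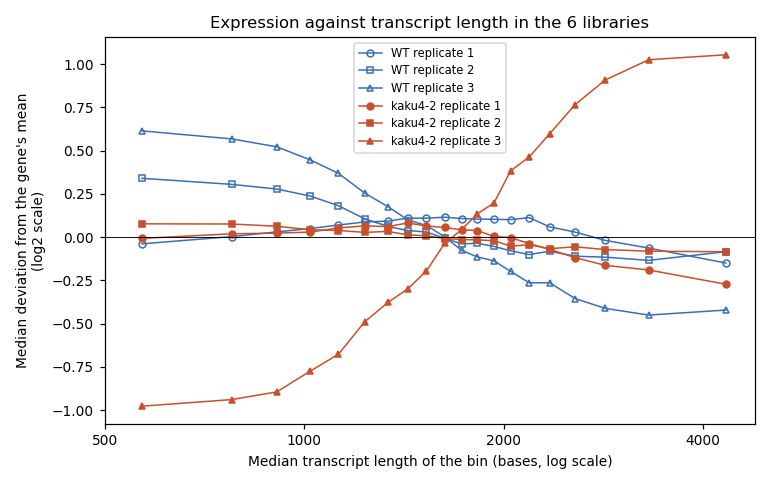
Median deviation from the mean log2 expression of each gene over the 6 libraries (y axis, log2) against the median transcript length of 20 bins of genes (x axis, bases, log scale), with 1 line per library. The line of *kaku4-2* replicate 3 rises from the shortest to the longest transcripts, and the lines of WT replicates 2 and 3 fall.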

Then, we conducted combination analyses of epigenomic and transcriptomic data between *kaku4-2* mutant and WT. We compared the DEGs with the differential deposition of histone modification (Additional file 1: Fig S4), and the DEGs with changes in H3K27me3 levels were much higher than those in H3K4me3 and H3K9me2. Thus, we mainly focused on the genes with differential deposition regions of H3K27me3 modification and DEGs between *kaku4-2* mutant and WT. 

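The DEGs of the limma test were compared with the regions of H3K4me3 and H3K9me2 that the paper lists from its ChIP-seq, and the H3K27me3 regions were not analysed here. Table S3 of the paper lists a single ChIP-seq library per mark and genotype, so the regions come without a measure of the spread between replicates. For H3K9me2, the *kaku4-2* library also had far fewer mapped reads than the WT library. Table S6 names 124 genes with more H3K4me3 in the *kaku4-2* mutant, of which 99 were among the genes tested. Of the paper's 223 genes with less H3K4me3 in the *kaku4-2* mutant, the copy of Table S6 used here holds 222, so the genes were taken from the 166 peaks of Table S5. These peaks overlap the body or the 2000 bases upstream of 326 annotated genes, of which 217 were tested. The 595 H3K9me2 peaks higher in the *kaku4-2* mutant and the 1180 peaks higher in the WT were assigned in the same way to 987 and 2563 annotated genes, of which 655 and 532 were tested. The lists with more and with less H3K4me3 were thus built in different ways, which limits a comparison between them. By the gene body only, chosen after the data were seen, the peaks with less H3K4me3 lay on 222 annotated genes. The 170 of these that were tested differed from other genes by -0.23 in mean log2 fold change, against -0.19 for the 217.
Of the 99 genes with more H3K4me3 in the *kaku4-2* mutant, 36 were upregulated, where 4.97 were expected from the share of upregulated genes among those tested (Fisher's exact test, two-sided, p = 5.8e-22). The mean log2 fold change of these genes was 0.54 above that of the other genes, and 66 of the 99 were higher in the *kaku4-2* mutant (limma's camera test, adjusted p = 5.47e-08 over the 4 lists by Benjamini-Hochberg). Of the 217 genes with less H3K4me3, 27 were downregulated against 14.4 expected (Fisher's exact test, two-sided, p = 0.00146), and 4 were upregulated against 10.9 expected (the same test, p = 0.0274). Their mean log2 fold change differed from that of the other genes by -0.19 (camera, adjusted p = 0.0284 over the 4 lists by Benjamini-Hochberg in limma), and 88 of the 217 were higher in the *kaku4-2* mutant. Both H3K4me3 differences had an unadjusted p of at most 0.05 with fry (0.00747 for more and 0.00105 for less H3K4me3) and with an estimated correlation between genes (0.0171 and 0.0294). After Benjamini-Hochberg adjustment over the 4 lists in limma, the estimated correlation gave an adjusted p of 0.0588 for both, and over all alternatives it ranged from 8.32e-15 to 0.0588 for more and from 0.00123 to 0.116 for less H3K4me3, the last without *kaku4-2* replicate 2. The excess of downregulated genes among those with less H3K4me3 was smaller and not past a p of 0.05 by Fisher's exact test without *kaku4-2* replicate 1 (33 genes against 25.8 expected, p = 0.139) or without *kaku4-2* replicate 2 (34 genes against 27.8 expected, p = 0.220). The unadjusted camera p of this list, 0.0142 with all libraries, was 0.0516 without WT replicate 1 and 0.0579 without *kaku4-2* replicate 2. Fisher's exact test takes genes as independent, which they are not, so its p-values here and below can overstate the evidence. For both H3K4me3 lists, 2 of the 10 splits into 3 and 3 libraries gave as small a camera p. These were the real split and that of WT replicates 1 and 3 with *kaku4-2* replicate 3 against the rest. For more H3K4me3, the unadjusted camera p was 5.42e-09 in the mixed split and 1.37e-08 in the real one.
Of the 655 genes with more H3K9me2 in the *kaku4-2* mutant, which include *KAKU4* itself, 49 were downregulated against 43.5 expected (Fisher's exact test, two-sided, p = 0.380). This overlap depended on single libraries. By Fisher's exact test it was 68 genes without *kaku4-2* replicate 3 (p = 0.000206) and 64 genes, fewer than expected, without *kaku4-2* replicate 2 (p = 0.0150), and it was 32 and 29 genes without WT replicates 2 and 3. Without *kaku4-2* replicate 3, 43.1 were expected. Removal of the length trend gave 59 against 35.9 expected, and array weights, an uncertain fit, 86 against 62.9. Both were chosen after the data were seen. Without *kaku4-2* replicate 1 there were 68 against 76.7 expected. The genes of this list had a median transcript of 1999 bases, against 1680 for all genes tested. The length trend of *kaku4-2* replicate 3 may therefore have a part in this overlap, which was not tested. The mean difference of this list was 0.04 (camera in limma, Benjamini-Hochberg adjusted p = 0.890) and between -0.083 (without *kaku4-2* replicate 3) and 0.10 (without *kaku4-2* replicate 1) with single libraries left out. Of the 532 genes with less H3K9me2, 32 were upregulated against 26.7 expected (Fisher's exact test, two-sided, p = 0.270), and 17 and 15 were without WT replicates 2 and 3. Their mean difference was -0.03, also with a Benjamini-Hochberg adjusted p of 0.890 from camera in limma, and lay between -0.046 (without WT replicate 1) and -0.0050 (without *kaku4-2* replicate 3) with single libraries left out. Without WT replicate 1, the same number of 32 genes was below the 38.9 expected. From the larger number of DEGs with a change of H3K27me3 in Fig. S4, the paper chooses the H3K27me3 regions for its combined analysis.

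**Figure D3:**
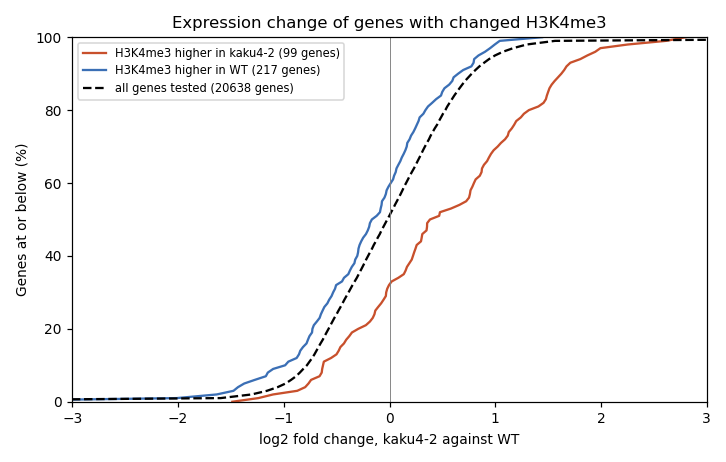
Cumulative share of genes (y axis, percent) against the log2 fold change between *kaku4-2* and WT (x axis) for the 99 genes with more H3K4me3 in the *kaku4-2* mutant, the 217 genes with less, and all 20638 genes tested (dashed line). The line of the 99 genes lies to the right of that of all genes tested over most of its range.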

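Table S12 of the paper lists 364 genes with less H3K27me3 and more mRNA in the *kaku4-2* mutant, and all of them were among the genes tested by RNA-seq. Their log2 fold changes from limma were all above 0, from 0.27 to 4.98, with a median of 0.91. With the cutoff of the paper and the limma P-value, 197 of the 364 were upregulated. An adjusted p of at most 0.05 from limma with Benjamini-Hochberg adjustment was found for 29 of them over all genes tested and for 112 when adjusted over the list alone. Because the study selected these genes by their expression in the same libraries, the count over the list alone is not independent evidence. The *kaku4-2* values were above the WT values in every library for 191 of the genes. The 10% that separate in either direction by chance apply to genes not selected on their expression, and not to this list. The number past the cutoff was 131 without WT replicate 2, and between 134 and 206 in the other fits that left out a single library. Of the genes of Table S13 that are also in Table S12, *PHT3;2* (AT3G48850) rose from 3.35 ± 0.608 FPKM to 6.38 ± 1.10 FPKM (SD, n = 3 each), with every *kaku4-2* library above every WT library (exact permutation test, two-sided, p = 0.10, the smallest possible). *PR2* (AT3G57260) rose from 120 ± 13.8 FPKM to 273 ± 97.1 FPKM (SD, n = 3 each), also without overlap. *WRKY58* (AT3G01080) was at 4.10 ± 0.998 FPKM and 6.64 ± 2.22 FPKM (SD, n = 3 each), and its log2 fold change of 0.65 was within the spread of the replicates (standard error 0.36, limma, unadjusted p = 0.0955).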

We identified 364 genes with lower deposition of H3K27me3 and upregulation of gene expression in the *kaku4-2* mutant (Fig. 4D and Additional file 11: Table S12). Through GO enrichment analysis of the 364 genes, the enriched GO terms were mainly associated with hormone response, hydrogen peroxide metabolic process, programmed cell death, leaf senescence, etc. (Fig. 4D). We further measured the levels of several hormones in the rosette leaves of the *kaku4-2* mutant and WT plants (Additional file 4: Table S15). The content of SA, JA, and ABA in the rosette leaves of the *kaku4-2* mutant was 41-fold, 23-fold, and 7-fold higher, respectively, than in the WT. This experimental evidence partially supported the GO enrichment analysis results, suggesting that KAKU4 might affect the biosynthesis and signaling pathways of some phytohormones, such as SA, JA, and ABA.

## Discussion

The nuclear lamina (NL) links the nuclear membrane with chromosomes, which provides structural stability for the nucleus and plays a key role in regulating the three-dimensional chromatin structure and gene expression. Lamin is important in maintaining the overall round nuclear shape and the equilibrium of the epigenetic modifications [42]. The knowledge of nuclear lamina in plants is still limited compared to animals and humans. Hence, this study mainly focused on elucidating the mechanisms through which the putative nuclear lamina component protein KAKU4 regulates chromatin states and gene expression in *Arabidopsis* leaves. We conducted ChIP-seq technology to generate global epigenomic profiles of H3K4me3, H3K27me3, and H3K9me2 in *Arabidopsis* leaves for the mutant (*kaku4-2*) and wild-type (WT) plants, together with RNA-seq method to generate gene expression profiles. The comprehensive chromatin state-based analyses indicate that the knockdown of *KAKU4* has the strongest effect on H3K27me3, followed by H3K9me2, and the least impact on H3K4me3, leading to a significant change in chromatin states in the *Arabidopsis* genome. The knockdown of *KAKU4* caused a transition between two types of repressive epigenetics marks, H3K9me2 and H3K27me3, in some specific PLAD regions. We further employed combination analyses of epigenomic and transcriptomic data between *kaku4-2* mutant and WT, and the results suggested that KAKU4 may regulate some key biological processes in *Arabidopsis* leaves, such as hormone signaling pathways. Through multiomics conjoint analysis, we revealed the effect of lamin-like protein KAKU4 on chromatin state and gene expression.

While studying the potential functions of KAKU4, we find it interesting that lamin-like proteins in plants share some conserved functions with lamins in animals and humans. We compared the GO enrichment analysis results of the *Arabidopsis* lamin-like protein association network (Fig. 1A and Additional file 2: Table S1) and human lamin interaction network (Additional file 1: Fig S5) and found some similar enriched GO terms, including biological processes (BP) terms such as “histone modification,” “chromosome organization,” “gene silencing,” “cell cycle,” “DNA repair,” and “RNA processing,” and cell components (CC) terms such as “nuclear envelope,” “nuclear pore,” and “chromosome”. This indicated that *Arabidopsis* lamin-like proteins may play similar roles in humans and animals in regulating three-dimensional chromatin structure and gene expression.

In *Arabidopsis*, CRWN1 and CRWN4 are responsible for tethering specific pericentromeric chromatin regions to the nuclear periphery and the non-accessible chromatin regions are defined as PLADs, promoting transcriptional repression of the genes [38]. The fact that KAKU4 physically interacts with CRWN1 and CRWN4 [25] suggests that KAKU4 may also be associated with NL-chromatin interactions. Our results showed that the knockdown of *KAKU4* caused a portion of the chromatin modified by H3K9me2 to be replaced by H3K27me3 modification, and resulted in a chromatin state switch between two types of repressive epigenetics marks, H3K9me2 and H3K27me3, in some specific PLAD regions. These results presented here about lamin-like protein fine-tuning chromatin states seem very similar to those published using mammalian cells. In mammalian cells, large genome regions are enriched with repressive histone modification and are sparsely populated with active chromatin marks [5, 34, 36, 81]. The repressive epigenetic marks H3K9me2/H3K9me3 and H3K27me3 influence the frequency of the NL-LAD interactions in mouse and human cells [42]. H3K9 methylation is required for the integrity of LADs, and the loss of H3K9 methylation is compensated by the accumulation of H3K27me3 [47]. This research information related to nuclear lamina-chromatin interactions in mammalian cells provides us with a broad view and essential clues to study the potential functions of plant lamin-like proteins in regulating histone modification and chromatin state transition.

## Conclusions

In summary, we focused on performing a functional analysis of KAKU4 in *Arabidopsis* leaves. We revealed that KAKU4 is associated with chromatin/epigenetic modification regulators by analyzing the protein-protein association network of lamin-like proteins. Global epigenome data analyses uncovered that KAKU4 has the greatest effect on H3K27me3, followed by H3K9me2, and the least impact on H3K4me3. We discovered that the knockdown of *KAKU4* causes a significant change in chromatin states in the *Arabidopsis* genome. We found that the knockdown of *KAKU4* causes a transition between two types of repressive epigenetics marks, H3K9me2 and H3K27me3, in some specific PLAD regions. Furthermore, we conducted combination analyses of epigenomic and transcriptomic data for the *kaku4-2* mutant and WT leaves. Moreover, we found that KAKU4 potentially regulates some key biological processes by affecting H3K27me3 deposition, including oxidative stress, programmed cell death, and hormone signaling pathways. Further experimental results showed that the knockdown of the *KAKU4* gene caused hormone levels to be elevated, particularly SA, JA, and ABA. Specifically, the results of this study demonstrated the essential roles of KAKU4 in fine-tuning chromatin states and transcriptional regulation, affecting diverse biological processes in *Arabidopsis*. We hope our results on KAKU4 can enhance the understanding of lamin-like proteins affecting chromatin states and gene expression to a more systematic level in plants.

## Methods

### Plant materials and growth conditions

*Arabidopsis thaliana* (Col-0, *kaku4* mutant lines) seeds were surface sterilized and planted on half-strength Murashige and Skoog (MS) medium (1% (w/v) sucrose, pH 5.7 to 5.8 and 0.7% agar). After stratification at 4 °C for 3 days, the seeds were transferred to a conditioning chamber with a diurnal cycle of 16 h of light (22 °C) and 8 h of darkness (19 °C). After germination for 10 days, the seedlings were transferred to the soil.

### Identification of the *kaku4-2* T-DNA insertion mutant

The seeds of *kaku4-2* (SALK_076754) were obtained from the *Arabidopsis* Biological Resource Center (ABRC). Two consecutive PCR assays confirmed homozygous T-DNA insertion mutant plants. The first assay used two gene-specific primers: LP (SALK_076754-LP) and RP (SALK_076754-RP). The second assay used one gene-specific primer RP (SALK076754-RP) and one T-DNA-specific primer (LB). All primers used in this work are listed in Additional file 4: Table S16.

### Protein-protein association network construction

We collected protein-protein interaction/association pairs of lamin-like proteins from BioGRID [61] and literature [1, 4, 7, 8, 11, 28, 17, 21–25, 14, 29, 30, 35, 39–41, 48–50, 55, 57, 58, 62, 65, 69, 70, 75, 77–79, 91, 92, 95, 96]. We collected highly confident protein-protein association pairs (removed the protein-protein pairs that were only proved once by using mass spectrometry (MS) based experiments, such as IP-MS, clnip-MS, or affinity capture-MS) and divided the methods for proving protein interactions into four categories: protein-protein interaction validated by experiments (Affinity Capture-Western, BiFC, Co-IP, FRET, Luc, PCA, Reconstituted Complex, Two-hybrid), MS verification of single protein (Affinity Capture-MS, CF-MS, clnip-MS, CoIP-MS, IP-MS, PL-LFQMS), identification of large-scale yeast two-hybrid, identification of large-scale CF-MS. Then, the association network was visualized by Cytoscape v3.7.1 [67].

### Gene Ontology and gene set enrichment analysis

GO enrichment analysis was performed using agriGOv2 [80] and REVIGO [73]. Gene set enrichment analysis was conducted using PlantGSEA [90] and PlantGSAD [53].

### Western blot

Harvested leaves of *kaku4-2* mutant and WT were ground in liquid nitrogen and the powder was extracted with 2× SDS-PAGE loading buffer (P1040; Solarbio) at 100 °C for 10 min. The solution was centrifuged for 10 min at 12,000 rpm. Extracted proteins were separated on 10% SDS-PAGE gels and transferred to polyvinylidene difluoride (PVDF) membrane (Millipore, 0.22μm). Membranes were blocked in blocking buffer [5% milk dissolved in 1× TBST (Tris Buffered Saline with Tween 20)] at room temperature (24 °C) for 1 h. Membranes were incubated for 1.5 h at room temperature with antibodies against H3K4me3 (07-473; Millipore), H3K27me3 (07-449; Millipore), H3K9me2 (ab1220; Abcam), actin (AC009; ABclonal), and H3 (BE3015; EASYBIO) in blocking buffer. After washing five times in TBST for 3 min each, membranes were incubated for 1 h at room temperature with Anti-Rabbit VHH HRP (KTSM1322; AlpalifeBio) and Goat Anti-Mouse IgG, HRP Conjugated (CW0102S; CWBIO) diluted 1/2,000. Membranes were washed five times in TBST and incubated for 1 min in electrochemiluminescence (ECL) buffer (BE6706; EASYBIO).

### Chromatin immunoprecipitation and ChIP-seq analysis

A native chromatin immunoprecipitation (ChIP) was performed using anti-trimethyl-histone H3 (Lys 27) (H3K27me3), essentially as described with minor modification [59]. Approximately 20 g of the 4-week rosette leaves were ground to a fine powder in liquid nitrogen and re-suspended in TBS (3 mM CaCl_2_, 2 mM MgCl_2_, 10 mM Tris, pH 7.5, 0.1 mM PMSF, 2/5 tab of complete mini (Roche Applied Science, Indianapolis) with 0.5% Tween 40). Then, the nuclei were purified in a sucrose gradient and digested with 10 units of micrococcal nuclease (Sigma, St Louis) at 37 °C for 5 min. First, the nucleosome samples were incubated with pre-immune rabbit serum (1:100 dilution) and then with 4% protein A Sepharose (GH healthcare Bio-Sciences AB, Uppsala) for 4 h, before being centrifuged. The supernatant was incubated with anti-trimethyl-histone H3 (Lys 27) antibodies (Millipore, 07-449) at 4 °C overnight. An equal amount of pre-immune rabbit serum, which served as a nonspecific binding control in each ChIP experiment, was used in the control experiments. Then, the samples were incubated with 25% protein A Sepharose at 4 °C for 4 h. After centrifugation, the pellet (bound) fractions were subjected to a series of washes and the immune complexes were eluted from the washed beads using elution buffer (50 mM NaCl, 20 mM Tris-HCl at pH 7.5, 5 mM EDTA, 1% SDS). Immunoprecipitated DNA was extracted using phenol/chloroform and precipitated using ethanol. The ChIPed DNA was re-suspended in 100 μL TE buffer (pH 8.0).

ChIP-seq experiments using anti-trimethyl-histone H3 (Lys 9) antibodies (Abcam, ab1220) and anti-trimethyl-histone H3 (Lys 4) antibodies (Millipore, 07-473) were performed by Shanghai Jiayin Biotechnology Co., Ltd.

ChIP-seq libraries were constructed by Shanghai Jiayin Biotechnology Co., Ltd and sequenced using the Illumina system Novaseq 6000 with a 150 bp read length. All clean ChIP-seq reads were mapped to the *Arabidopsis* genome TAIR10 using BOWTIE2 software [46] with default parameters. The MACS program was used to shift the reads to identify peaks (bandwidth, 300 bp; model fold, 10, 30; *P* = 1.00e-5) [93]. The ChIP-seq data were visualized using the UCSC genome browser [43]. The distribution of peaks identified in the ChIP-Seq along the *Arabidopsis* genome was characterized using CEAS software [71]. After the positions of the peaks were determined, genes (including the 2-kb upstream and gene body regions) overlapping the peaks were considered to carry the epigenetic marks. All differential H3K4me3, H3K27me3, and H3K9me2 related peaks are listed in Additional file 5: Table S5 and were used for further analysis. All differential H3K4me3, H3K27me3, and H3K9me2 related genes are listed in Additional file 6: Table S6 and were used for further study.

### ChIP-qPCR

ECO Real-Time PCR system (Illumina) was used for quantitative real-time PCR analysis of prepared DNA in ChIP. The gene-specific primers used in ChIP-qRCR are shown in Additional file 4: Table S16. Experiments were repeated independently three times. To determine the relative fold enrichment (RFE) of modified histone-associated sequences in the bound fractions, 25S was used as a negative control. RFE was calculated as 2^−ΔΔCT^± standard deviation (SD), where ΔΔCT = ΔCT (positive control) − ΔCT (negative control).

### Chromatin state analysis

Using the bin of 36 chromatin states in *Arabidopsis* as the standard (state bin with chrC/M removed) from the PCSD (http://systemsbiology.cau.edu.cn/chromstates) [51], the regions with higher deposition of H3K4me3, H3K27me3, and H3K9me2 in *kaku4-2* mutant and WT were found to have more than 50% overlap with the state bin, calculating the percentage of calculated state in the total calculated state was conducted using the following formula:

$${{\text{Ratio}}}_{i}=\mathrm{count }({\text{simulated}}:\mathrm{ state}_{i})/\mathrm{count }(\mathrm{all\ state}_{i}) \ \ \ \ \ \ \ \ i=1-36$$

The chromatin state of selected Ratio > sum(count (simulated: state_1-36_))/sum(count (all state_1-36_)) is calculated for significance.

Hypgeomdist (count (simulated: state_*i*_), sum(count (simulated: state_1–36_)), count (all state_*i*_), sum(count (all state_1–36_))).

### RNA extraction and RNA-seq analysis

Approximately 150 mg of rosette leaves from the 30-day-old *Arabidopsis* plants were harvested and frozen in liquid nitrogen as independent biological samples. Total RNA was isolated using TRIZOL® reagent (Invitrogen, CA, USA) and purified using Qiagen RNeasy columns (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Sequencing libraries were constructed by the Beijing Genomics Institute and sequenced using an IlluminaHiSeq™ 2000 with 150-bp pair-end reads. RNA-seq data were generated from three biological replicates. The RNA-seq paired-end clean reads were aligned to the reference genome (TAIR10) by TopHat2 v2.0.9 software [44]. The mapping rate of each sample is shown in Additional file 4: Table S8. 

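The fold changes of Table S12 can be followed back to the deposited values. For 362 of its genes, both deposited medians were above 0, and the log2 ratio of the *kaku4-2* median to the WT median lay within 0.022 of the log2 fold change the paper gives, with a median difference of 0.0071. The medians printed in the table were lower than the deposited ones by a nearly constant factor for each library that supplied the median. The middle value of this factor was 0.927, 0.923 and 0.925 for WT replicates 1, 2 and 3 and 0.929, 0.929 and 0.913 for *kaku4-2* replicates 1, 2 and 3. Of these 362 genes, 360 passed the fold cutoff of 0.6 on the deposited medians, and the unadjusted limma P-value of 167 of the 362 was above 0.05. The smallest P-value the paper prints in the table is 5e-05, at 244 genes.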

FPKM values were calculated using the Cufflinks [82], and the median value of FPKM in three RNA-seq replicates was used to calculate the log_2_FC. The differential expressed genes between WT and *kaku4-2* mutant were identified with the cutoff: |log_2_FoldChange| ≥ 0.6 and *P*-value ≤ 0.05.

### Quantitative real-time PCR

Reverse transcription was performed using Moloney Murine Leukaemia Virus (M-MLV; Invitrogen). A total of 10 μL samples containing 2 μg total RNA and 20 pmol of random hexamers (Invitrogen) were heated at 70 °C for 2 min and then chilled on ice for 2 min. Next, reaction buffer and M-MLV were added to a total volume of 20μL containing 200 units of M-MLV, 20 pmol random hexamers, 500 μM dNTPs, 50 mM Tris-HCl (pH 8.3), 3 mM MgCl_2_, 75 mM KCl, and 5 mM dithiothreitol. Then, the samples were incubated at 37 °C for 1.5 h [86].

Real-time PCR experiments were performed using gene-specific primers (Additional file 4: Table S16) on an ECO Real-Time PCR system (Illumina) according to the manufacturer’s protocol. Three biological repeats were performed using 8ng of cDNA with SYBR Green. *Arabidopsis* 18S rRNA was used for each sample as the internal control to normalize all data for the real-time RT-PCR experiments. The relative quantitation method (ΔΔCT) was employed to evaluate the quantitative variation among replicates. To compare gene-expression levels in the wild-type and *kaku4-2* mutant, we normalized the relative expression levels to the wild-type as a reference.

### Plant hormone content measurement

The rosette leaves of *Arabidopsis* plants grown in soil were harvested to measure hormone content. Rosette leaves were homogenized in liquid nitrogen, then added to 50 μL of the internal standard working solution and 500 μL of the extract solution, before being vortexed and shaken at 4 °C for 30 min. Next, 1 mL of the CHCl_3_ extract was added, followed by vortexing and shaking at 4 °C for 30 min. After centrifugation, the bottom layer of liquid was collected and dried with helium at room temperature. The samples were dissolved in 0.1 mL of MeOH and filtered through a 0.1-μM filter.

The samples were analyzed using a UPLC-HRMS system (UPLC, Waters ACQUITY UPLC i-Class, Milford, MA, USA; MS, Thermo Fisher Q-Exactive, Bremen, Germany) equipped with a heated electrospray ionization (HESI) source. A Poroshell 120 EC-C18 column (3.0 × 75 mm, 2.7 μm; Agilent, USA) was used to separate chromatographically at a flow rate of 0.4 mL min^−1^. The mobile phases consisted of 0.05% AA in water (phase A) and 0.05% AA in ACN (phase B) for the analysis of SA, ABA, JA, and IAA. To detect ZT and OPDA, 0.1% FA was added to water (phase A) and 0.1% FA to MeOH (phase B). The gradient program was set as follows: 90% A at 0 min to 60% A at 6.25 min, 10% A at 7.5 min and hold for 3 min, followed by a return to the initial condition. The column temperature was 35 °C. Both positive and negative ion modes were used in MS analysis. The HESI source parameters were set as follows: Spray voltage (+) at 3.5 kV, spray voltage (−) at 3 kV, capillary temperature at 320 °C, sheath gas flow rate at 30 arbitrary units, aux gas flow rate at 10 units, sweep gas flow rate at 5 units, gas heater temperature at 350 °C, and S-lens RF level at 55 %. Both the full MS scan (resolution = 70,000, AGC target = 3E6, maximum IT = 100 ms, scan range = 50–750 m/z) and the targeted MS2 scan (resolution = 17,500, AGC target = 2E5, maximum IT = 100 ms, isolation window = 2.0 m/z) were used for data acquisition.

### Supplementary Information

**Additional file 1:** **Fig. S1.** Western blot to detect H3K4me3/H3K27me3/H3K9me2 levels in *kaku4-2* mutant and WT. **Fig. S2.** Enrichment profiles of H3K4me3/H3K27me3/H3K9me2 deposition around the 5’ PLAD border and selected PLAD regions in the UCSC genome browser.**Fig. S3.** GO enrichment analysis for genes with higher deposition of H3K4me3, H3K27me3 and H3K9me2 in the *kaku4-2* mutant and WT.**Fig. S4.** Comparative analysis of H3K4me3 /H3K27me3 /H3K9me2-changed genes and differentially expressed genes between the *kaku4-2* mutant and WT. **Fig. S5.** Protein-protein interaction network analysis of human lamin proteins.

**Additional file 2:** **Table S1.** Lamin-like proteins and their associated proteins.

**Additional file 3:** **Table S2.** Gene set enrichment analysis (GSEA) for genes in the protein association network.

**Additional file 4:** **Table S3.** Statistical summary of ChIP sequencing libraries. **Table S4.** Number of peaks/genes with higher deposition of H3K4me3, H3K27me3 and H3K9me2 in the *kaku4-2* and WT. **Table S8.** Statistical summary of RNA sequencing libraries.** Table S13.** ChIP-qPCR of selected gene regions for H3K27me3 in the WT and *kaku4-2* leaves. **Table S14.** Real-time RT-PCR for selected genes in the WT and *kaku4-2* leaves. **Table S15**. Content of selected hormones in the WT and *kaku4-2* mutant leaves. **Table S16.** List of primers used in this work.

**Additional file 5:** **Table S5.** Peaks with higher deposition of H3K4me3, H3K27me3 and H3K9me2 in *kaku4-2* mutant and WT.

**Additional file 6:** **Table S6.** Genes with higher deposition of H3K4me3, H3K27me3 and H3K9me2 in *kaku4-2* mutant and WT.

**Additional file 7:** **Table S7.** The percentage of calculated state_i_ in all state_i_ (i: 1-36).

**Additional file 8:** **Table S9.** Differentially expressed genes between the *kaku4-2* mutant and WT.

**Additional file 9:** **Table S10.** The enriched GO terms for differentially expressed genes in the *kaku4-2* mutant and WT.

**Additional file 10:** **Table S11.** Gene set enrichment analysis (GSEA) for differentially expressed genes between the *kaku4-2* mutant and WT.

**Additional file 11:** **Table S12.** Genes with higher depositions of H3K27me3 in WT and up-regulated in *kaku4-2* mutant.

## Data Availability

All data generated or analyzed during this study are included in this published article, its supplementary information files, and publicly available repositories. All the raw datasets used in this manuscript were deposited in the NCBI Gene Expression Omnibus (GEO) with accession number GSE247174 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE247174).

# Supplementary material for: Nuclear lamina component KAKU4 regulates chromatin states and transcriptional regulation in the Arabidopsis genome
**Source:** BMC Biol. 2024 Apr 12;22:80. doi: 10.1186/s12915-024-01882-5
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Western blot to detect H3K4me3/H3K27me3/H3K9me2 levels in kaku4-2 mutant and WT. Fig. S2. Enrichment profiles of H3K4me3/H3K27me3/H3K9me2 deposition around the 5’ PLAD border and selected PLAD regions in the UCSC genome browser.Fig. S3. GO enrichment analysis for genes with higher deposition of H3K4me3, H3K27me3 and H3K9me2 in the kaku4-2 mutant and WT.Fig. S4. Comparative analysis of H3K4me3 /H3K27me3 /H3K9me2-changed genes and differentially expressed genes between the kaku4-2 mutant and WT. Fig. S5. Protein-protein interaction network analysis of human lamin proteins.

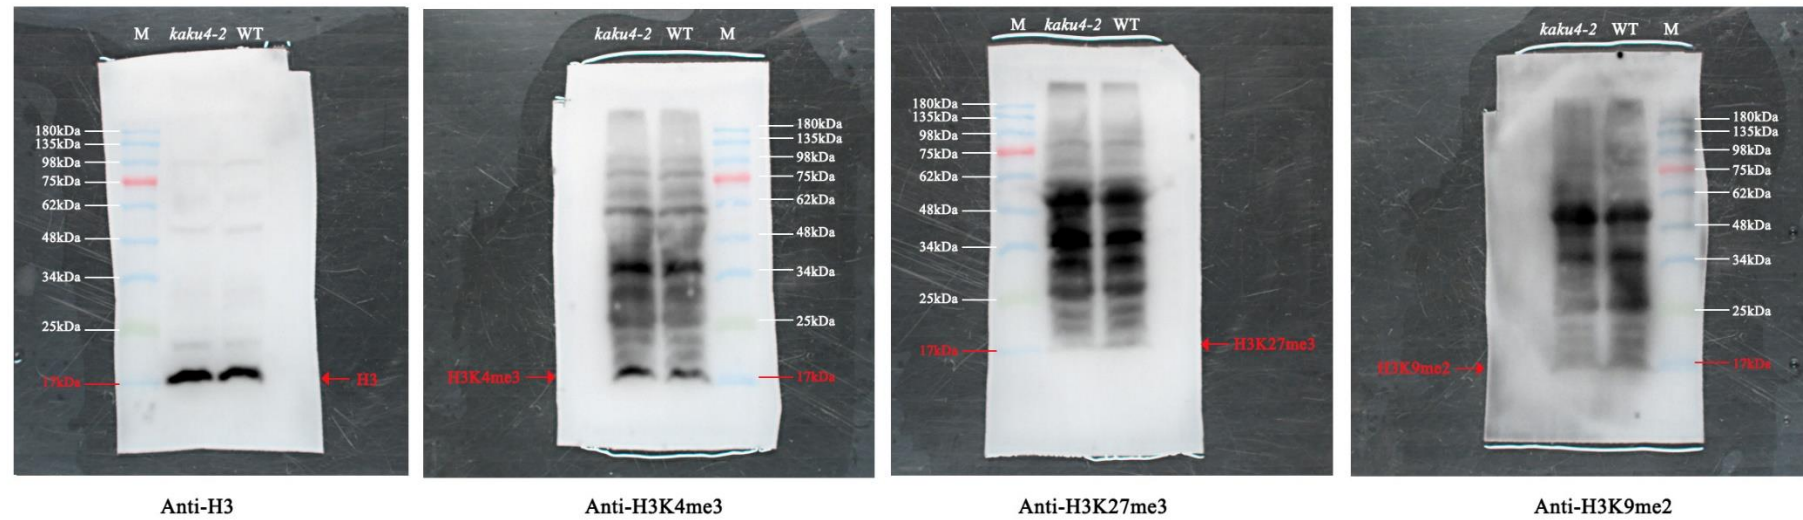

**Supplementary Figure S1. Western blot to detect H3K4me3/H3K27me3/H3K9me2 levels in *kaku4* mutant and WT.** Protein loading was assessed using an antibody that recognizes histone H3.

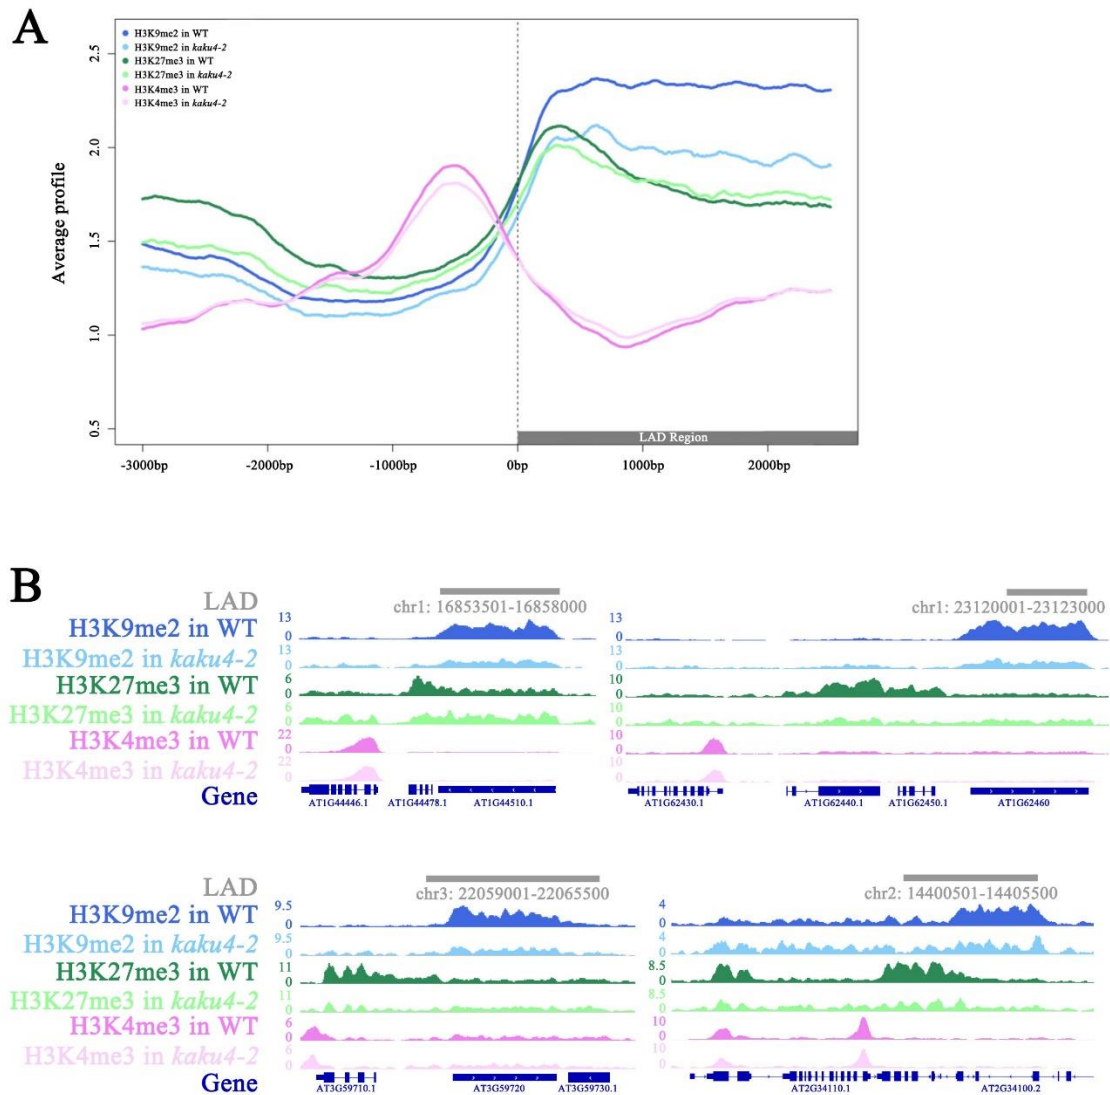

**Supplementary Figure S2. Enrichment profiles of H3K4me3/H3K27me3/H3K9me2 deposition around the 5' PLAD border and selected PLAD regions in the UCSC genome browser.**

**A.** Enrichment profiles of H3K4me3/H3K27me3/H3K9me2 deposition around the 5' PLAD border. A profile was generated using the normalized sequencing density of H3K4me3/H3K27me3/H3K9me2 in *kaku4-2* mutant and WT. Within 3 kb upstream/downstream from the 5' border of PLAD are included.

**B.** Selected PLAD regions in the UCSC genome browser. The brown colors represent the PLAD. The dark blue and light blue represent the H3K9me2 deposition in WT and *kaku4-2* mutant. The dark green and light green represent the H3K27me3 deposition in WT and *kaku4-2* mutant. The dark red and light red represent the H3K4me3 deposition in WT and *kaku4-2* mutant. The final dark blue column represents genes.

**A** Genes with higher H3K4me3 deposition in WT

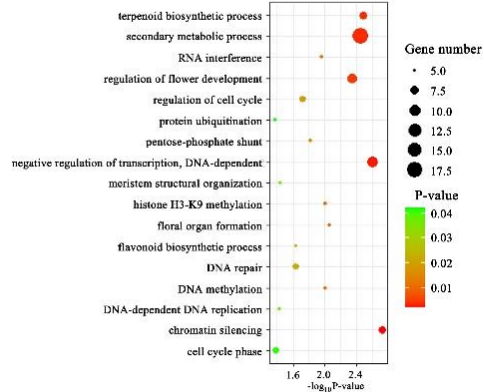

**C** Genes with higher H3K27me3 deposition in WT

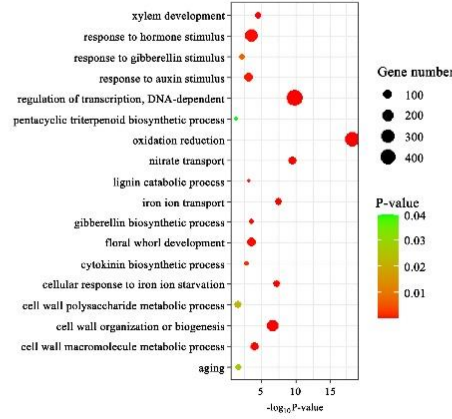

**E** Genes with higher H3K9me2 deposition in WT

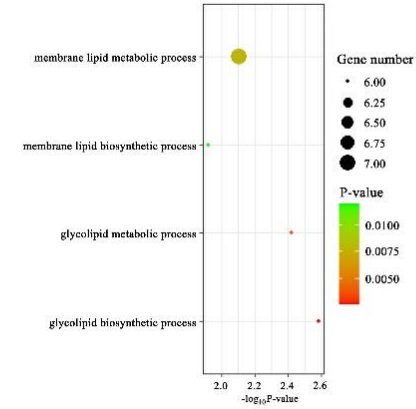

**B** Genes with higher H3K4me3 deposition in *kaku4-2* mutant

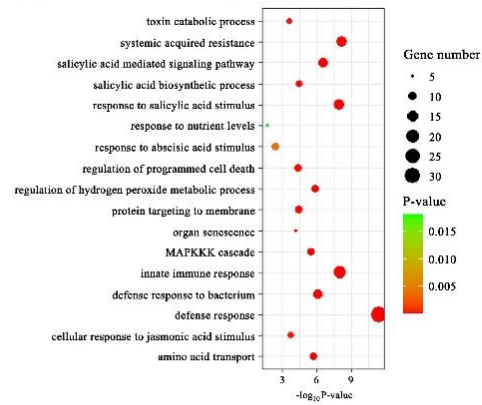

**D** Genes with higher H3K27me3 deposition in *kaku4-2* mutant

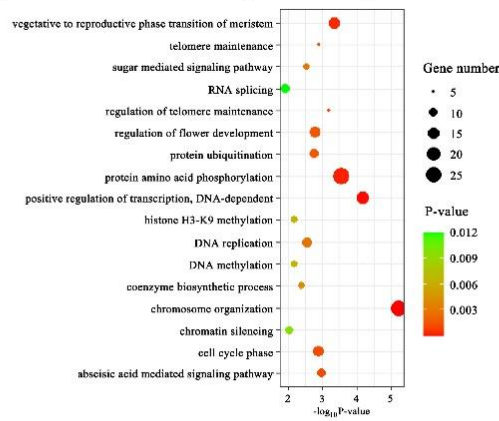

**F** Genes with higher H3K9me2 deposition in *kaku4-2* mutant

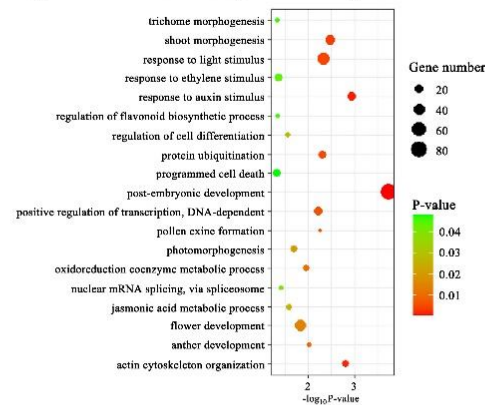

**Supplementary Figure S3. GO enrichment analysis for genes with higher deposition of H3K4me3, H3K27me3 and H3K9me2 in the *kaku4-2* mutant and WT.**

- A. GO enrichment analysis for genes with a higher deposition of H3K4me3 in the WT. The colors of the circles indicate the  $\log_{10}$ FDR (a legend in the bottom right-hand corner), the colors from red to green represent the significance level of the GO terms from high to low, and similar GO terms are plotted closer together in the plot.
- B. GO enrichment analysis for genes with a higher deposition of H3K4me3 in the *kaku4-2* mutant.
- C. GO enrichment analysis for genes with a higher deposition of H3K27me3 in the WT.
- D. GO enrichment analysis for genes with a higher deposition of H3K27me3 in the *kaku4-2* mutant.
- E. GO enrichment analysis for genes with a higher deposition of H3K9me2 in the WT.
- F. GO enrichment analysis for genes with a higher deposition of H3K9me2 in the *kaku4-2* mutant.

RNA-seq: *kaku4-2*/WT UP

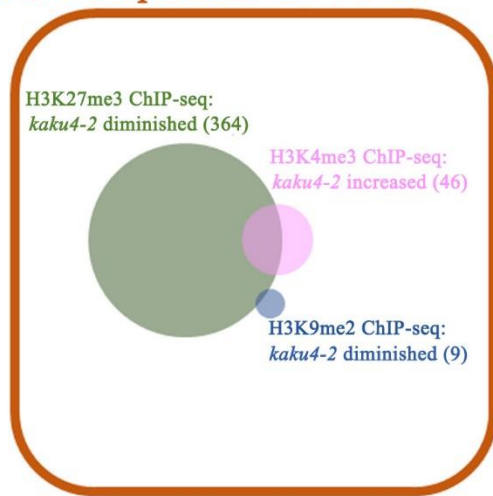

RNA-seq: *kaku4-2*/WT DOWN

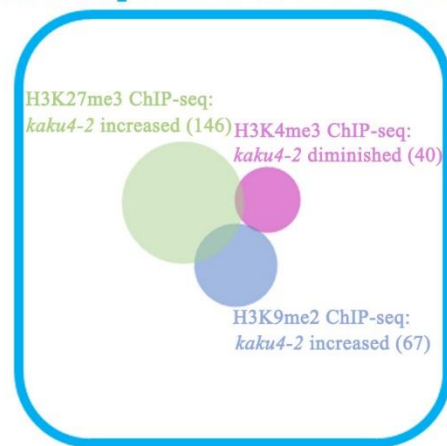

**Supplementary Figure S4. Comparative analysis of H3K4me3 /H3K27me3 /H3K9me2-changed genes and differentially expressed genes between the *kaku4-2* mutant and WT.**

Left represents the comparative analysis of the H3K4me3-increased, H3K27me3/H3K9me2-diminished genes and the up-regulated genes in the *kaku4-2* mutant; right represents the comparative analysis of the H3K4me3-diminished, H3K27me3/H3K9me2-increased genes and the down-regulated gene in the *kaku4-2* mutant.

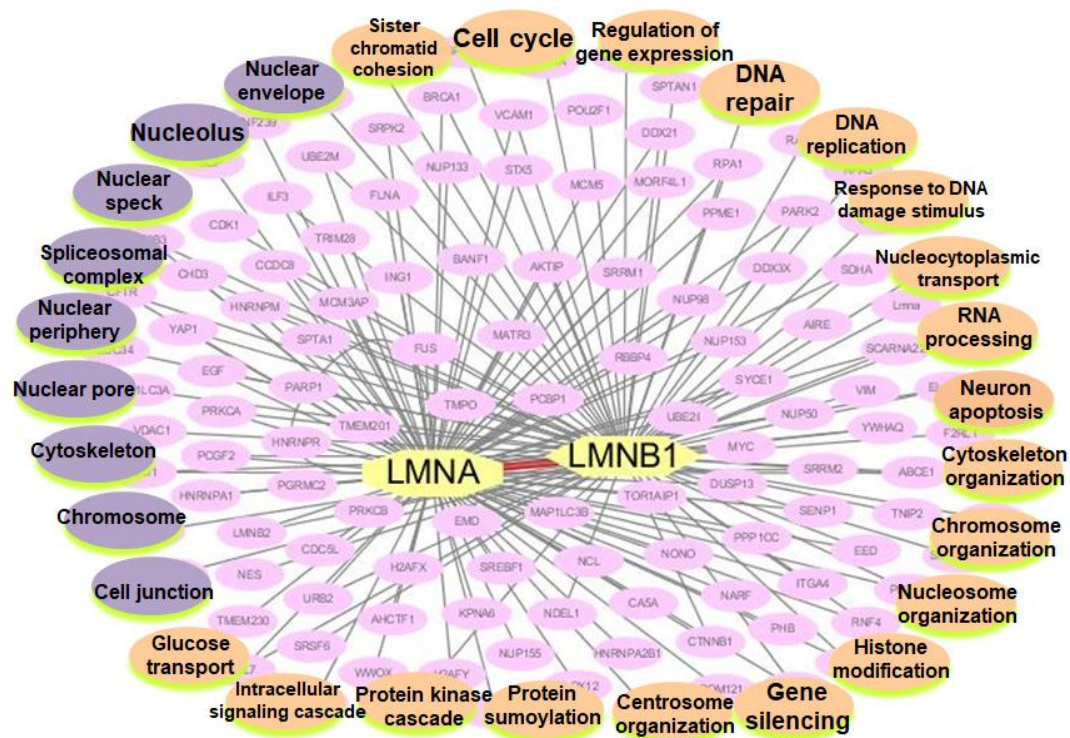

**Supplementary Figure S5. Protein-protein interaction network analysis of human lamin proteins.**  
 GO enrichment analysis of human lamin-interacting proteins; orange indicates terms of biological processes (BP), and grey indicates terms of cellular components (CC).

# Supplementary material for: Nuclear lamina component KAKU4 regulates chromatin states and transcriptional regulation in the Arabidopsis genome
**Source:** BMC Biol. 2024 Apr 12;22:80. doi: 10.1186/s12915-024-01882-5
**Supplement:** Supplementary file 4 — Additional file 4: Table S3. Statistical summary of ChIP sequencing libraries. Table S4. Number of peaks/genes with higher deposition of H3K4me3, H3K27me3 and H3K9me2 in the kaku4-2 and WT. Table S8. Statistical summary of RNA sequencing libraries. Table S13. ChIP-qPCR of selected gene regions for H3K27me3 in the WT and kaku4-2 leaves. Table S14. Real-time RT-PCR for selected genes in the WT and kaku4-2 leaves. Table S15. Content of selected hormones in the WT and kaku4-2 mutant leaves. Table S16. List of primers used in this work.

**Supplementary Table S3 | Statistical summary of ChIP sequencing libraries.**

| **Type** | **Sample** | **Reads mapping to genome** | **Peaks** | **Overlapped peaks** |
| --- | --- | --- | --- | --- |
| H3K4me3 | *kaku4-2* | 39,985,886 | 13875 | 13589 (97.94%) |
|  | WT | 44,692,549 | 14056 | 13601 (96.76%) |
| H3K27me3 | *kaku4-2* | 20,674,541 | 3141 | 2123 (67.59%) |
|  | WT | 34,623,553 | 5424 | 995 (18.34%) |
| H3K9me2 | *kaku4-2* | 17,750,830 | 2947 | 2173 (73.74%) |
|  | WT | 54,247,989 | 2008 | 721 (35.91%) |

**Supplementary Table S4 | Number of peaks/genes with higher deposition of H3K4me3, H3K27me3 and H3K9me2 in the *kaku4-2* and WT.**

| **Type** | **Comparison** | **NO. of Peaks** | **NO. of Genes** |
| --- | --- | --- | --- |
| H3K4me3 | Higher deposition of H3K4me3 in *kaku4-2* | 120 | 124 |
|  | Higher deposition of H3K4me3 in WT | 166 | 223 |
| H3K27me3 | Higher deposition of H3K27me3 in *kaku4-2* | 2417 | 2901 |
|  | Higher deposition of H3K27me3 in WT | 5510 | 6349 |
| H3K9me2 | Higher deposition of H3K9me2 in *kaku4-2* | 595 | 770 |
|  | Higher deposition of H3K9me2 in WT | 1180 | 1265 |

**Supplementary Table S8 | Statistical summary of RNA sequencing libraries.**

| **Sample** | **Total reads** | **Mapped Reads** | **Mapping rate** | **Properly paired** |
| --- | --- | --- | --- | --- |
| *kaku4-2* rep1 | 46,973,278 | 43,579,169 | 92.80% | 88.70% |
| *kaku4-2* rep2 | 46,867,658 | 43,416,110 | 92.60% | 88.50% |
| *kaku4-2* rep3 | 47,207,868 | 43,776,444 | 92.70% | 87.80% |
| WT rep1 | 47,155,550 | 43,775,202 | 92.80% | 88.20% |
| WT rep2 | 47,067,472 | 43,657,059 | 92.80% | 88.70% |
| WT rep3 | 47,106,766 | 43,732,432 | 92.80% | 88.60% |

**Supplementary Table S13 | ChIP-qPCR of selected gene regions for H3K27me3 in WT and *kaku4-2* leaves**

| **Locus ID** | **Gene Name** | **WT** | | | ***kaku4-2*** | | | **Fold Change** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **rep1** | **rep2** | **rep3** | **rep1** | **rep2** | **rep3** | **(*kaku4-2*/ WT)** |
| AT4G25110 | MC2 | 0.97 | 1.02 | 1.02 | 0.49 | 0.48 | 0.52 | 0.50±0.003 |
| AT3G48850 | PHT3;2 | 0.83 | 1.00 | 1.21 | 0.65 | 0.66 | 0.60 | 0.63±0.003 |
| AT3G57260 | PR2 | 1.05 | 1.01 | 0.94 | 0.61 | 0.60 | 0.72 | 0.64±0.007 |
| AT5G59220 | SAG113 | 1.09 | 0.94 | 0.98 | 0.66 | 0.68 | 0.69 | 0.68±0.002 |
| AT3G01080 | WRKY58 | 0.99 | 1.15 | 0.88 | 0.55 | 0.74 | 0.79 | 0.68±0.012 |

**Supplementary Table S14 | Real-time RT-PCR for selected genes in WT and *kaku4-2* leaves**

| **Locus ID** | **Gene Name** | **WT** | | | ***kaku4-2*** | | | **Fold Change** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **rep1** | **rep2** | **rep3** | **rep1** | **rep2** | **rep3** | **(*kaku4-2*/ WT)** |
| AT2G29350 | SAG13 | 1.22 | 1.77 | 0.46 | 35.42 | 1.43 | 2.65 | 5.11±0.825 |
| AT5G13170 | SAG29 | 1.17 | 0.88 | 0.97 | 31.83 | 27.86 | 27.77 | 29.09±0.592 |
| AT3G60140 | DIN2/SRG2 | 1.02 | 1.29 | 0.76 | 1.31 | 1.21 | 3.25 | 1.73±0.037 |
| AT2G14610 | PR1 | 1.07 | 1.12 | 0.83 | 2.00 | 2.27 | 2.26 | 2.17±0.014 |
| AT3G57260 | PR2/BGL2 | 0.78 | 1.28 | N/A | 2.91 | 3.45 | 3.96 | 3.41±0.081 |
| AT3G26830 | PAD3 | 0.82 | 1.22 | N/A | 2.23 | 1.13 | 1.46 | 1.55±0.018 |
| AT1G55020 | LOX1 | 0.87 | 1.15 | 0.99 | 2.35 | 7.25 | 5.59 | 4.57±0.336 |
| AT5G43580 | UPI | 1.35 | 0.69 | 1.07 | 4.66 | 8.34 | 18.47 | 8.96±1.112 |
| AT2G38470 | WRKY33 | 0.91 | 1.09 | 1.01 | 2.31 | 2.76 | 2.50 | 2.52±0.025 |
| AT3G15500 | NAC055/NAC3 | 1.04 | 1.02 | 0.94 | 4.08 | 3.34 | 4.78 | 4.03±0.096 |
| AT1G18570 | MYB51 | 1.23 | 0.91 | 0.89 | 1.61 | 1.95 | N/A | 1.77±0.012 |
| AT4G31430 | KAKU4 | 1.36 | 0.75 | 0.98 | 0.23 | 0.20 | 0.26 | 0.23±0.004 |

**Supplementary Table S15 | Content of selected hormones in the WT and *kaku4-2* mutant leaves**

| **Hormone** | **WT** | | ***kaku4-2*** | |
| --- | --- | --- | --- | --- |
|  | **rep1** | **rep2** | **rep1** | **rep2** |
| **SA** (ng/g) | 102.68 | 105.89 | 4317.23 | 4279.70 |
| **JA** (ng/g) | 120.59 | 92.37 | 2555.65 | 2473.01 |
| **ABA** (ng/g) | 10.73 | 11.99 | 79.51 | 88.31 |
| **IAA** (ng/g) | 3.36 | 5.66 | 3.89 | 6.38 |

**Supplementary Table S16 | List of primers used in this work**

| **Primer name** | **Sequence (5'-3')** | **Application** |
| --- | --- | --- |
| SALK_076754-LP | ACCAAGCATTCAACGACTCAG | Genotyping *kaku4* |
| SALK_076754-RP | GGATGAGGAAAAGTTTCCAGC | Genotyping *kaku4* |
| LB | GCGTGGACCGCTTGCTGCAACT | Genotyping *kaku4* |
| kaku4Q-FP | GCTCCTCAAAGTGGAACTGC | Real-time RT-PCR |
| kaku4Q-RP | CCAAGACAGCATTTGTGGTG | Real-time RT-PCR |
| SAG13_QF | TTAAAAGCCTCTGGCTCAGG | Real-time RT-PCR |
| SAG13_QR | TGGATCCAACATTGACATGC | Real-time RT-PCR |
| SAG29_QF | CTTCCTCACTATAAGCGCCG | Real-time RT-PCR |
| SAG29_QR | CAGCCCTAGTACGAATCCCA | Real-time RT-PCR |
| DIN2_QF | TCTTTCATGGCAATGAACCA | Real-time RT-PCR |
| DIN2_QR | GCCTTGCAAAACACCAAAAT | Real-time RT-PCR |
| PR1_QF | CATACACTCTGGTGGGCCTT | Real-time RT-PCR |
| PR1_QR | TCGCTAACCCACATGTTCAC | Real-time RT-PCR |
| PR2_QF | GGAGGCGAGACGTTCAAGAT | Real-time RT-PCR |
| PR2_QR | ATGCTAGGCGATACCTTGCC | Real-time RT-PCR |
| PAD3_QF | TGCTCCCAAGACAGACAATG | Real-time RT-PCR |
| PAD3_QR | GTTTTGGATCACGACCCATC | Real-time RT-PCR |
| LOX1_QF | TGGAGACAAATTTGGAGCAG | Real-time RT-PCR |
| LOX1_QR | AAAGACCGGGTGAAGAACAC | Real-time RT-PCR |
| UPI_QF | GGAACAGTTGTTCCGGAGAT | Real-time RT-PCR |
| UPI_QR | AATTTGAACAACGATTCCGC | Real-time RT-PCR |
| WRKY33_QF | GGAGAGAGCATCACACGACA | Real-time RT-PCR |
| WRKY33_QR | GTGCTCTGTTTGTGGCGTAA | Real-time RT-PCR |
| NAC3_QF | TTCTCGAGTCGTTGCATGAG | Real-time RT-PCR |
| NAC3_QR | ATCCCCTCAGTTTGTTGCTG | Real-time RT-PCR |
| MYB51_QF | CGTTGCAACAACACCAGTTT | Real-time RT-PCR |
| MYB51_QR | GGAGGAATCAGAGAACGTGG | Real-time RT-PCR |
| PR2-FP | GGAGGCGAGACGTTCAAGAT | ChIP-qPCR |
| PR2-RP | ATGCTAGGCGATACCTTGCC | ChIP-qPCR |
| PHT3;2-FP | CCGGCGAGTACATTTCCACT | ChIP-qPCR |
| PHT3;2-RP | GTCTTTTTCAGGCGACGACC | ChIP-qPCR |
| SAG113-FP | CGCCGGAAACAAACTTAAACCT | ChIP-qPCR |
| SAG113-RP | GGCTGAGATTTGTTACGAGAACG | ChIP-qPCR |
| MC2-FP | GACTATCACCGCTCGCTTCT | ChIP-qPCR |
| MC2-RP | ACCTTCTCCGTACACTCACG | ChIP-qPCR |
| WRKY58-FP | TAGTCTAAGCCCAGGGCCAC | ChIP-qPCR |
| WRKY58-RP | GGAGACACCGACATAGTTCCG | ChIP-qPCR |

How the deposited data were processed for this re-analysis (not part of the article)

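RNA-seq of rosette leaves from 30-day-old plants was analysed in 6 libraries, 3 of the WT and 3 of the *kaku4-2* mutant. Genotype and replicate number were taken from the names of the libraries, which match the design of the paper. The ChIP-seq libraries of H3K4me3, H3K27me3 and H3K9me2 were not analysed here, and peaks and gene lists of these marks were taken from Tables S5 and S6 of the paper.

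The authors aligned the reads to TAIR10 with TopHat2, calculated FPKM per gene with Cufflinks and deposited FPKM values for 23069 genes, of which 22944 lie on the nuclear chromosomes. The text of the paper does not name the Cufflinks version, the annotation, the use of strand or how the genes of the table were kept. The smallest deposited value above 0 was 0.057726, at 3305 values, and between 1615 and 2322 genes were listed at 0 in each library. The 10 most abundant genes held 10.1% to 12.7% of the FPKM sum of a library, and genes of the organelles 1.64% to 2.87%. Names and positions came from the reference annotation of the TAIR10.1 assembly, in which 22881 of the loci were found. The positions of the paper were checked against it, and 217 of 220 distances to the transcription start in Table S6 placed the start on the stated H3K4me3 peak.

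FPKM are not counts, so the depth was estimated from the values. In transcripts of at least 600 bases with at most 2 FPKM, values of up to 3 fragments should stand at whole multiples of 1 fragment, with a divisor and a number of bases taken off the transcript length that are the same for all genes of a library. The fitted offsets were 272, 248 and 264 bases in WT replicates 1, 2 and 3 and 244, 244 and 264 bases in *kaku4-2* replicates 1, 2 and 3. Between 28.9% and 33.6% of these low values lay within 0.03 of a whole fragment, where 6% would by chance. On simulated data of 22881 genes in 2 libraries, the divisor was recovered within 0.667% and the offset within 4 bases. Most simulated genes held whole fragments on the annotated transcript length, a cleaner case than the real libraries. Such accuracy is therefore not shown for the real divisors. The counts of fragments are therefore estimates, and no count model was used.

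Genes with a mean FPKM of at least 0.1 were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with a mean-dependent prior variance, no covariate and two-sided tests. This gave 20638 genes. Genes were called with the cutoff of the paper, a log2 ratio of median FPKM of at least 0.6 in size and an unadjusted P-value of at most 0.05, and also at an adjusted p of 0.05 by Benjamini-Hochberg. The fit was tested on simulated data with 20411 genes tested, of which 200 were changed. At an adjusted p of 0.05, 185 of the changed genes and 16 unchanged genes were called, and with the cutoff of the paper 195 changed and 869 unchanged genes. Each changed gene was moved by 3 on the log2 scale, up or down. The noise was independent, with the same spread in every library and no length trend. These rates therefore do not apply to smaller changes, or to the real libraries with their outlying replicate. Exact permutation tests of 3 against 3 libraries cannot give a p under 0.1.

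Gene lists were tested with limma's camera test with a preset correlation of 0.01 and with Fisher's exact test against the genes tested. The lists were those of H3K4me3 and H3K9me2 in Tables S5 and S6, and 8 lists written before the data were examined: genes of salicylic acid, jasmonic acid and abscisic acid, flavonoid genes, clock genes, targets of Polycomb, the lamin-like genes of Fig. 1A, and chromatin proteins among the KAKU4 partners of the paper. The gene list of Table S6 with more H3K4me3 in the WT was planned for use but holds 1 gene fewer than the paper counts, and was replaced by the genes at the complete peaks of Table S5. The sheets of Tables S5, S6 and S9 that were held only in part were not used for overlaps. The same choices as above, the tests, the filter, the alternatives and the rule for named genes, were also set before the data were examined, apart from those stated as added later. Windows of 10 neighbouring genes with at least 6 genes called in one direction were compared with 1000 shuffles of the calls. The genes named are *KAKU4*, its neighbours, the genes of Tables S13 and S14, *SAG12*, *MC1*, the lamin-like genes, members of reported lists, and the 5 genes with the largest increase and the 5 with the largest decrease among those with an adjusted p of at most 0.05, a mean FPKM of at least 1 and no overlap between the genotypes.

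The alternatives were pseudocounts of 1 and 0.01, no filter, a filter at a mean FPKM of 1, scaling of the libraries by the median ratio, quantile normalization, no trend of the prior variance, the replicate number as a block, each library left out in turn, other definitions of the fold and of the P-value in the cutoff, camera with an estimated correlation, fry, genes by their body only, and other windows and backgrounds. Added after the data were seen were the removal of each library's trend with transcript length in 20 bins, limma's array weights, the annotated genes as a background, and the gene body only for the H3K4me3 peaks of the WT. A test of the GO terms of Fig. 4 was planned and not run, because GO terms were not used here. The other tools were statmod 1.5.0, Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.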

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

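The tests of both patterns below were chosen after the patterns had been seen.

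*HEI10* (AT1G53490, chromosome 1, 19963267 to 19966952, forward strand) and *MRD1* (AT1G53480, 19963047 to 19964712, reverse strand) had the most negative log2 fold changes among the named genes, -4.42 and -4.12, and the paper does not discuss them. *HEI10* was at 34.4, 48.6 and 57.6 FPKM in WT replicates 1, 2 and 3 and at 2.35, 3.05 and 1.17 FPKM in the *kaku4-2* replicates. *MRD1* was at 7.00, 9.86 and 8.48 FPKM in the WT and at 0.584, 0.276 and 0.354 FPKM in the *kaku4-2* replicates. The adjusted p from limma with Benjamini-Hochberg adjustment stayed at or below 0.0121 for *HEI10* and 0.0206 for *MRD1* under all alternatives, with both maxima without WT replicate 1. The peak with the highest score, as the authors give it, among the paper's H3K4me3 peaks higher in the WT, 1084 against 547 for the next one, lies on the shared region from 19963060 to 19965140. The genes overlap on opposite strands, so *MRD1* may not be independent of *HEI10*. The length trend is no explanation for *HEI10*, whose log2 fold change was -4.64 with the trend removed. A deletion or another change of the locus in the mutant line and an effect of *KAKU4* cannot be told apart, because every *kaku4-2* library comes from the same line. At least 74.5 estimated fragments of *HEI10* remained in each *kaku4-2* library, and only 5 of 206 pieces of 30 bases of its transcript occur elsewhere in the genome, but fragments from other sequence were not excluded. The neighbour *MSL4* had a log2 fold change of -0.05, and *MUM4* one of 0.68 (limma, unadjusted p = 0.114). A candidate explanation is a change of this locus that the line carries beside the insertion in *KAKU4*, which remains a hypothesis.

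A stretch of chromosome 4 from AT4G20330 to AT4G20480 (10982517 to 11035877, 53.4 kb) was higher in the *kaku4-2* mutant, at a distance of 4.21 Mb from *KAKU4*, and the paper does not discuss it. Of its 16 genes tested, 14 were higher, 8 were upregulated by the cutoff of the paper, and 8 did not overlap between the genotypes. The 10% that chance gives do not apply to genes picked for being higher. The median log2 fold change was 0.85, and the median shift from the WT mean was 0.90, 0.95 and 0.66 in *kaku4-2* replicates 1, 2 and 3. The 10 genes before the stretch had a median of -0.12 and the 10 genes after it 0.54, so its end is not sharp. Among the genes are *LSD1* with a log2 fold change of 0.82, *JMJ14* with 1.48, *TSF* with 1.11 and *GSNAP* with 0.89, while *RABE1b* (0.11, standard error 0.38) and *smB* (-0.09, standard error 0.31) did not differ by more than their error, and AT4G20325, just before the stretch, fell by 3.90 on the log2 scale. Of the paper's 120 H3K4me3 peaks higher in the *kaku4-2* mutant, 4 lie on the stretch, between 10995271 and 11033076. By length, 0.0537 are expected, counting all 120 peaks, some of which lie on the genomes of the organelles. More of these peaks lie past the end of the stretch, at 11040433 to 11043872, 11045564 to 11047174 and 11092605 to 11093671. The peaks therefore do not mark that end. Of the 166 peaks higher in the WT, 0 lie on the stretch. Transcript length is no explanation of the whole pattern, since the median was 1.00 with the length trend removed. The highest median of 11 neighbouring genes, 1.11, was reached in few of 1000 shuffles of the genes (permutation test, p = 0.00699), which argues against chance placement, although the genes were picked for this pattern. Another copy of the stretch in the mutant line cannot be told apart from regulation at a distance, because the genes were chosen for being higher and the lowest shift of a library, 0.66, was measured on them. A duplication of the stretch in the mutant line or a local change of chromatin may each give such a pattern, and neither was tested on DNA.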

How the results depend on the processing

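The array weights, the removal of the length trend, the annotated genes as background and the comparison of the numbers of DEGs with other splits of the libraries were chosen after the results were seen. Of 150 values of 25 main results with 1 library left out, 111 stayed on the same side of their threshold or within 1.5 times, 7 became weaker, 2 stronger, 22 moved and 8 changed direction. Of 324 values of 27 results under the other alternatives, 282 stayed, 5 became weaker, 6 stronger, 16 moved and 15 changed direction. For the named genes, 147 of 162 values with 1 library left out and 234 of 270 others stayed. Of the rest, 8 and 13 became weaker, 7 and 22 stronger, and 1 changed direction, *MC2* at -0.060 under array weights. The cause was not tested for any change below unless one is given.

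Across the 6 fits that each left out 1 library, the upregulated genes ranged from 546 (without WT replicate 3) to 1512 (without WT replicate 1) and the downregulated genes from 673 (without WT replicate 3) to 2660 (without *kaku4-2* replicate 2). At an adjusted p of 0.05 from limma with Benjamini-Hochberg adjustment, the counts ranged from 12 to 149 upward and from 8 to 237 downward. The lowest counts came without WT replicate 1, and the highest without *kaku4-2* replicate 3 upward and without *kaku4-2* replicate 2 downward. Fewer libraries per genotype change the power of the test, but the counts also rose. The genes of Table S12 past the cutoff ranged from 131 to 206, and the marker genes of Table S14 from 7 to 11. The log2 fold change of *KAKU4* ranged from -2.74 to -2.49 and lost its adjusted p of at most 0.05 without WT replicate 1 or 2.

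In the same fits, the genes with more H3K4me3 in the *kaku4-2* mutant held 28 to 39 upregulated genes and a difference of 0.50 to 0.62, past the threshold each time. The genes with less H3K4me3 held 19 to 37 downregulated genes and a difference of -0.23 to -0.17. The overlap was past the threshold in 4 of the 6 fits, and not without *kaku4-2* replicate 1 or 2. The genes with more H3K9me2 held 29 to 70 downregulated genes, with a difference of -0.083 to 0.10. The lowest difference and an overlap past the threshold came without *kaku4-2* replicate 3, and overlaps below the expected number, of 68 and 64 genes, came without *kaku4-2* replicates 1 and 2. The genes with less H3K9me2 held 15 to 37 upregulated genes, and 32, fewer than expected, without WT replicate 1. The genes next to *KAKU4* past the cutoff ranged from 0 to 3. The windows of clustered DEGs ranged from 0 (without WT replicate 3) to 45 (without *kaku4-2* replicate 2). The jasmonic acid list ranged from -0.32 to -0.23, and in these 6 fits it was past the threshold only without *kaku4-2* replicate 3 (-0.29). The abscisic acid list ranged from -0.20 to 0.045 and changed sign without WT replicate 2 and without *kaku4-2* replicate 1 (0.01). The lamin-like genes ranged from -0.059 (without *kaku4-2* replicate 3) to 0.15, and were also below 0 without WT replicate 3 (-0.01).

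Requiring an adjusted p of at most 0.05 with the fold cutoff left 50 upregulated and 49 downregulated genes, 1 marker gene of Table S14, 29 genes of Table S12, 0 genes next to *KAKU4*, 0 clusters, and 1 upregulated gene with less H3K9me2, below the expected number. Fewer genes called is the construction of this setting. With windows of 20 genes, 0 clusters of 10 or more DEGs were found. Without the filter, 33 genes rose and 29 fell at an adjusted p of 0.05, and without the trend of the prior variance 19 and 17. The overlap of less H3K9me2 with upregulation fell below the expected number without the filter (31 genes), with the gene body only (5), with the length trend removed (28) and with array weights (47).

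Scaling by the median ratio gave 1423 upregulated and 916 downregulated genes, a share of 60.8% upward against 43.1% in the deposited scale, and moved the median log2 fold change of all genes from -0.02 to 0.12. Removal of the length trend gave 55.4% upward, with 1394 and 1121 genes. Under quantile normalization, the share was 51.6%, the jasmonic acid list stood at 0.063, the abscisic acid list at 0.013 and the lamin-like genes at -0.13, each with a changed sign, while the Polycomb list at -0.54 and the KAKU4 partners at 0.30 passed the threshold. The abscisic acid list was at 0.070 with a pseudocount of 0.01. With a filter at a mean FPKM of 1, the genes with less H3K9me2 were at 0.011 and the lamin-like genes at -0.16. With an estimated correlation in camera, the salicylic acid list at 1.04 and the flavonoid list at -0.93 no longer passed the threshold, with adjusted p of 0.102 and 0.0696 by Benjamini-Hochberg in limma.

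With the length trend removed, 183 genes rose and 93 fell at an adjusted p of 0.05, 59 downregulated genes had more H3K9me2 (Fisher's exact test, p = 0.000161), and the differences were -0.10 for more H3K9me2, -0.37 for jasmonic acid, past the threshold, and -0.21 for the lamin-like genes. With array weights, 2126 genes were upregulated and 1981 downregulated, 2173 rose and 2881 fell at an adjusted p of 0.05, 304 genes of Table S12 and 3 genes next to *KAKU4* passed the cutoff, 86 downregulated genes had more H3K9me2 (Fisher's exact test, p = 0.00293), and the differences were -0.10 for more H3K9me2 and -0.32 for jasmonic acid, the latter past the threshold. These weights gave *kaku4-2* replicate 3 a weight of 0.107 and *kaku4-2* replicate 2 one of 7.09, and their fit did not reach its convergence tolerance, so the counts with array weights are uncertain. With the annotated genes as background, the expected overlap of less H3K27me3 with upregulation was 369.2, near the paper's 364 and no longer past the threshold. That of more H3K27me3 with downregulation was 133.9, which is below the number in Fig. S4 of the paper, so the direction changed. Both follow from the larger background.

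The replicate numbers do not pair the libraries: the deviations of same-numbered libraries from the mean of their genotype correlated at -0.16, -0.03 and -0.41 for numbers 1, 2 and 3. With the replicate number as a block, 706 genes were upregulated and 1017 downregulated, 35 and 37 at an adjusted p of 0.05, and 8 marker genes of Table S14 passed the cutoff. Of 52 results, 51 kept their side of the threshold or stayed within 1.5 times, and *SAG12* did not, with an adjusted p of 0.0632 from limma with Benjamini-Hochberg adjustment in a range of 5.18e-07 to 0.201 over its alternatives.

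The 6 libraries can be split into 3 and 3 in 10 ways, so no share under 0.1 can be reached. Only the real split, 1 of 10, gave as many upregulated genes, downregulated genes, upregulated and downregulated genes at an adjusted p of 0.05. The same holds for the marker genes of Table S14 and the genes of Table S12, but the study picked both lists on the real split of these libraries, which largely fixes that outcome. For more and for less H3K4me3, 2 of the 10 splits gave as small a camera p, the real one and that of WT replicates 1 and 3 with *kaku4-2* replicate 3 against the rest, and for both H3K9me2 lists all 10 did. The depth limits genes of low FPKM: 1 fragment on 1000 bases left after the offset is worth 0.0313 to 0.0518 FPKM. A gene near the filter of 0.1 therefore rests on few fragments.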

Differences from the paper's values

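The array weights, the removal of the length trend and the comparison with qRT-PCR were chosen after the values were seen. The paper reports 2228 upregulated genes, and 1037 were upregulated here with the limma P-value in its cutoff. Of the alternatives set before the data were examined, only the fit without WT replicate 1 came within 1.5 times, with 1512 genes. Array weights, chosen after the values were seen, gave 2126. The paper's 1768 downregulated genes and the 1370 found here lie within 1.5 times.

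The paper counts 364 genes with less H3K27me3 and upregulation, and 197 of them passed its cutoff here. None of the alternatives set before the data were examined closed the gap. Array weights, chosen after the values were seen, gave 304.

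Upregulated genes with less H3K9me2 number about 9 in Fig. S4, read by eye, and 32 here. None of the alternatives set before the data were examined closed the gap; the gene body only gave 5, and without WT replicate 3 there were 15. The paper's Table S4 gives 1265 genes with less H3K9me2, and the peaks of Table S5 lay on 2563 annotated genes with 2000 bases upstream. With the gene body only, there were 1812, within 1.5 times.

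The paper reports its marker genes, *SAG29* among them, as upregulated where it describes the qRT-PCR. Its Table S12 lists *SAG29* among the genes with more mRNA in the mutant. *SAG29* did not pass the cutoff here (log2 fold change 0.70, limma, unadjusted p = 0.111). It passed without *kaku4-2* replicate 3, and with the length trend removed and with array weights, both chosen after the values were seen, where all 11 marker genes passed. The paper states that the qRT-PCR of the marker genes matched the RNA-seq very well. The direction was the same, but the order of the folds was not related (Spearman's rho over the 11 marker genes -0.08, permutation test, two-sided, p = 0.817, across genes, which are not independent replicates).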

Other observations

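Chosen after the result was seen were the tests of a mislabelled library, sequencing depth, fragment length, the parts played by transcript length and GC content, the variance within bins of GC content, the length trend of *kaku4-2* replicate 3, WT replicate 1, the background of the H3K27me3 overlap and the direction by qRT-PCR.

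*kaku4-2* replicate 3 lay apart from the other libraries. It is not a mislabelled WT library, since its *KAKU4* level was 0.313 FPKM, near the other *kaku4-2* libraries. Its mapped reads differed by at most 0.830% from those of another library, which argues against depth, and its estimated offset of 264 bases was within the 244 to 272 of the others, which argues against fragment length. Transcript length is a part of the deviation, with 40.7% of its variance in bins of length and all 5 correlations with other libraries rising once the trend was removed. It is not the whole of it, because the highest correlation was then 0.959, still below the 0.963 that is the lowest among the other libraries. GC content held 18.8% of the variance, and length and GC content were weakly related across genes (Spearman's rho 0.23). GC content is not the whole cause, because bins of length held 32.7% of the variance left within bins of GC content. It may be a part, with 11.1% of the variance left within bins of length. RNA quality or library preparation may give such a trend, and the 40.7% shows only the association with length. No biological explanation was tested, because replicates share their condition.

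Upregulated genes had longer transcripts than downregulated genes, and 67.8% of the DEGs stayed DEGs with the length trend removed, so the trend is not the whole cause of the calls. Removal of the trend put the median at 1464 bases for upregulated and 1760 for downregulated genes, but centring each bin largely fixes that comparison. Without *kaku4-2* replicate 3, upregulated genes still had a longer median than downregulated genes, 1563 against 1405 bases (permutation test, two-sided, p = 3e-05, across genes, which are not independent), so the trend of that library is not the whole cause either. The difference was smaller than the 1951 against 1179 bases with all libraries, and the upregulated genes went from longer than genes that were not DEGs (1700 bases) to shorter (1699 bases without that library). A remaining length effect in the other libraries and a difference between the genotypes both stay open.

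WT replicate 1 correlated with *kaku4-2* replicates 1 and 2 at 0.974 and 0.972, and with the other WT libraries at 0.970 and 0.969. Its *KAKU4* level of 2.69 FPKM, in the range of the WT, argues against a mislabelled or largely mixed library. No biological explanation was tested.

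DEGs lay in 14 windows of 10 neighbouring genes with at least 6 DEGs in one direction, against a median of 0 and at most 9 in 1000 shuffles (permutation test, p = 0.0010, the smallest they can give), which argues against chance placement. Without WT replicate 3, 0 windows were found, and windows of 20 genes gave 0. Without *kaku4-2* replicate 1 there were 42 windows, without *kaku4-2* replicate 2 there were 45, and without WT replicate 2 there were 6. Of the 14 windows, which overlap each other, 57.1% fell in 1 stretch of chromosome 4, as a stretch of another genotype would give. Such a stretch may be a cause, and so may shared regulation of neighbours, which was not tested. Of the genes next to *KAKU4* by locus number, 1 was upregulated, AT4G31420 with a log2 fold change of 0.97, and its libraries overlapped. There were 0 without WT replicate 2, WT replicate 3 or *kaku4-2* replicate 3, and 3 without WT replicate 1.

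For the qRT-PCR folds in the paper's Table S14, 12 of 12 genes lay on the same side of 1 as the FPKM ratio, which argues against a different direction by the 2 methods. The sizes differed: the paper's fold for *SAG29* was 29.09 against a ratio of median FPKM of 2.55, and for *DIN2* 1.73 against 7.88. For *SAG13*, the paper's *kaku4-2* values were 35.42, 1.43 and 2.65 and its WT values 1.22, 1.77 and 0.46, so the genotypes overlapped. The qRT-PCR used additional samples, and a cause of the differences was not tested.

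The paper's counts allow an expected overlap of its H3K27me3 regions and its DEGs. With 6349 genes with less H3K27me3 (Table S4) and 2228 upregulated genes, 613.2 shared genes are expected over the 23069 genes of the FPKM table, and 685.4 over the 20638 genes tested, against the paper's 364 (exact hypergeometric test over the FPKM table, two-sided, p = 1.05e-38). Over all 38312 annotated genes, 369.2 are expected (the same exact test, p = 0.786). Whether the shortfall comes from genes with H3K27me3 outside the FPKM table cannot be told apart from a true shortfall, because the complete gene list was not used here. For downregulation with more H3K27me3, 222.3, 248.5 and 133.9 genes are expected with the same backgrounds. The number in Fig. S4 of the paper was below the first of these (exact hypergeometric test, two-sided, p = 2.64e-09) and slightly above the last (the same exact test, p = 0.285), so this shortfall also rests on the background.

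Of the 8 lists written before the data were examined, the salicylic acid list rose and the flavonoid list fell. All 11 genes of the salicylic acid list were higher in the *kaku4-2* mutant, by 1.04 on average relative to other genes (camera, adjusted p = 9.09e-09 over the 8 lists by Benjamini-Hochberg in limma, 0.0106 with fry and 0.102 with an estimated correlation). Of these, 8 were upregulated by the cutoff, 1 had an adjusted p of at most 0.05 over all genes and 9 adjusted over the list alone. *PR1* and *PR2* are also in Table S14, and 5 of the list are in Table S12, which the study picked from these libraries. *SARD1* had a log2 fold change of 1.65 (standard error 0.33), *PBS3* of 1.59 and *CBP60G* of 1.45. The flavonoid list stood at -0.93 (adjusted p = 2.72e-06 by Benjamini-Hochberg in limma, 0.00301 with fry and 0.0696 with an estimated correlation). Of its 9 genes, 0 were higher, or 1 under scaling by the median ratio, under quantile normalization, without WT replicate 1, without *kaku4-2* replicate 2 and with the length trend removed, 6 were downregulated, and 1 had an adjusted p of at most 0.05 over all genes and 7 adjusted over the list alone. *FLS1* fell by 1.32 on the log2 scale. Only the real split, 1 of 10, gave as small a p for either list.

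The other lists did not pass an adjusted p of 0.05 in camera as planned. The jasmonic acid list was at -0.27 (adjusted p = 0.213 by Benjamini-Hochberg in limma) and changed sign under quantile normalization (0.06). *PDF1.2* (-1.18), *AOS* (-0.97) and *JAZ10* (-1.07) were downregulated, and *JAZ1* had a log2 fold change of 0.90. The jasmonic acid list passed at -0.29 without *kaku4-2* replicate 3 (adjusted p = 0.0238 by Benjamini-Hochberg in limma) and, under alternatives chosen after the result was seen, at -0.37 with the length trend removed (0.00751) and at -0.32 with array weights (0.0247). Its adjusted p ranged from 0.00751 to 0.723 over the alternatives. The abscisic acid list was at -0.05 (adjusted p = 0.534), changed sign under quantile normalization and without WT replicate 2 (0.05) or *kaku4-2* replicate 1 (0.01), and was at -0.20 without *kaku4-2* replicate 3. The paper reports higher contents of all 3 hormones in the mutant. The Polycomb list was at -0.38 and the KAKU4 partners at 0.21, both with an adjusted p of 0.213, and both passed the threshold under quantile normalization. The partners were at 0.11 without *kaku4-2* replicate 3. *EFD* (log2 fold change 1.48) was the only partner past the cutoff. The lamin-like list was at 0.05 (adjusted p = 0.534), changed sign under quantile normalization (-0.13) and without WT replicate 3 (-0.01) or *kaku4-2* replicate 3 (-0.06), was at 0.15 without WT replicate 1, and *KAKU4* was its only gene past the cutoff. Of the 10 splits, 2 gave as small a p for jasmonic acid, 5 for abscisic acid, 1 for Polycomb, 5 for the lamin-like genes and 2 for the partners.

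The clock list was at 0.38 (adjusted p = 0.213 by Benjamini-Hochberg in limma, 0.0926 to 0.751 over its alternatives), and 6 of the 10 splits gave as small a p. It was at 0.12 without *kaku4-2* replicate 3 and at 0.053 with the length trend removed, which was chosen after the result was seen. A different harvest time of the genotypes would move morning genes (*CCA1* and *LHY*) and evening genes (*TOC1*, *GI*, *LUX* and *ELF4*) apart. The smallest unadjusted p of these 6 genes was 0.117 in limma, for *LHY* (log2 fold change -0.60, standard error 0.36). *PRR9*, which is not among the 6, was upregulated (1.29, limma, unadjusted p = 0.00704). A harvest at another time and an effect of the genotype on the clock cannot be told apart, because none of the 6 genes had an unadjusted limma p of at most 0.05 with 3 libraries per genotype. The genotypes overlapped for 5 of the 6, and for *TOC1* (log2 fold change 0.46, standard error 0.36, limma, unadjusted p = 0.217) every *kaku4-2* library was above every WT library, as chance gives for 10% of genes in either direction.

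Of the genes of Table S13 that are not in Table S12, *MC2* had a log2 fold change of 0.21 (limma, unadjusted p = 0.576), and *HAI1*, which the paper also calls *SAG113*, was downregulated, from 29.9 ± 6.32 FPKM to 15.6 ± 4.64 FPKM (SD, n = 3 each). *MC1* had a log2 fold change of -0.22.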
